# MiR-34 inhibits polycomb repressive complex 2 to modulate chaperone expression and promote healthy brain aging

**DOI:** 10.1038/s41467-018-06592-5

**Published:** 2018-10-10

**Authors:** Jason R. Kennerdell, Nan Liu, Nancy M. Bonini

## Abstract

Aging is a prominent risk factor for neurodegenerative disease. Defining gene expression mechanisms affecting healthy brain aging should lead to insight into genes that modulate susceptibility to disease. To define such mechanisms, we have pursued analysis of *miR-34* mutants in *Drosophila*. The *miR-34* mutant brain displays a gene expression profile of accelerated aging, and *miR-34* upregulation is a potent suppressor of polyglutamine-induced neurodegeneration. We demonstrate that *Pcl* and *Su(z)12*, two components of polycomb repressive complex 2, (PRC2), are targets of *miR-34*, with implications for age-associated processes. Because PRC2 confers the repressive H3K27me3 mark, we hypothesize that *miR-34* modulates PRC2 activity to relieve silencing of genes promoting healthful aging. Gene expression profiling of the brains of hypomorphic mutants in *Enhancer of zeste* (*E(z)*), the enzymatic methyltransferase component of PRC2, revealed a younger brain transcriptome profile and identified the small heat shock proteins as key genes reduced in expression with age.

## Abstract (web summary)

miR-34 is known to regulate age-related gene expression in the *Drosophila* brain, and miR-34 overexpression can attenuate neurodegeneration induced by polyQ-expanded proteins. Here, Kennerdell and colleagues show that miR-34 confers longevity and neuroprotection via an epigenetic regulator Polycomb Repressive Complex 2 and molecular chaperone expression.

## Introduction

Aging is an important major risk factor for developing neurodegenerative disease. However, molecular pathways that confer susceptibility to aged individuals are still being explored. Several genetic manipulations can produce long-lived animals: for example, *daf-2* mutations extend lifespan in *C. elegans*^1^, as does upregulation of a sirtuin in both *C. elegans* and *S. cerevisiae*^2,3^. Non-genetic interventions also extend lifespan, including caloric restriction and ablation of the reproductive tissue in *C. elegans*^4,5^. Better understanding of mechanisms that confer a healthy brain could lead to insight for treatments for age-associated brain diseases.

The microRNA *miR-34* is a post-transcriptional regulatory molecule that impacts age-associated outcomes in *Drosophila*. *MiR-34* becomes upregulated in the fly brain in an age-associated manner and is functionally required for healthy brain aging^6^. The mutants undergo brain degeneration and die prematurely; transcriptional profiling demonstrates an accelerated age-associated profile of transcriptional changes^6^. As such, *miR-34* mutant animals display normal age-associated processes, but at an accelerated pace. Consistent with a role in healthy brain aging, upregulation of *miR-34* in the fly extends median lifespan and potently mitigates degeneration in a model of polyglutamine disease. Elucidating the targets of *miR-34* that help confer these functions would lead to insight into mechanisms of healthy brain aging.

MicroRNAs affect protein abundance by binding select target mRNAs containing sequence complementarity within their 3′UTR. This results in decreased translation or degradation of the mRNA, leading to a downregulation of the protein. Several activities of *miR-34* can be attributed to regulation of *Eip74EF*, a component of steroid hormone signaling pathways^6^. However, *Eip74EF* does not affect polyglutamine toxicity, suggesting that other targets of *miR-34* are involved in regulating age-associated susceptibility to brain disease. Identification of additional targets of *miR-34* should provide additional insight into aging of the brain, and define mechanisms that can delay or prevent age-associated diseases. A number of observations have implicated *miR-34* in the response to stress: *miR-34* mutants are sensitive to stress in flies and in *C. elegans*^6,7^. In flies, *miR-34* brain tissue also accumulates inclusions of misfolded protein^6^, and upregulation of *miR-34* activates innate immunity pathways and promotes survival from infection^8^. These data suggest that *miR-34* function should impact stress-associated genes important for maintaining health of the brain.

The importance of epigenetic modulation of the genome has been well established for developmental events; however, the role and impact on aging and age-associated diseases is only recently gaining attention^9^. Histone modification pathways affect lifespan in yeast^10,11^, and mutations in components of the H3K4 trimethylation complex extend lifespan in *C. elegans*^12^. Mutation in components of polycomb repressive complex 2 (PRC2), which confers the H3K27me3 mark associated with decreased gene expression, extends lifespan and promotes resilience to stressors^13,14^. PRC2 is elevated in a mouse model of ataxia-telangiectasia, and inhibiting PRC2 activity suppresses neurodegeneration in this model^15^. Despite these findings, little is known mechanistically regarding epigenetic modulation in the brain with age, yet such modulations could have a vast impact on healthy aging, stress resistance, and disease susceptibility.

In pursuing additional targets of *miR-34* that may contribute to healthy brain aging, we reveal that *miR-34* regulates two components of the PRC2 complex—Su(z)12 and Pcl—to convey resistance to polyglutamine toxicity. By study of potential epigenetically modulated genes in the brain with age normally and upon PRC2 reduction, we reveal that small heat shock proteins (sHSPs) may be critical players in healthy brain aging. Protein chaperones, including the sHSPs, have been shown to be particularly important in protection from neurodegeneration, stress, and age-associated processes in both flies and *C. elegans*^16–23^. Detailed transcriptomic analysis further reveals that reduction of PRC2 function in the fly brain confers a chronologically “younger” transcriptomic profile, opposite to that of the *miR-34* mutant^6^, highlighting that approaches to modulate the epigenome may impact healthy aging of the brain.

## Results

### *MiR-34* regulates the *Pcl* and *Su(z)12* 3′UTRs

To define targets of *miR-34* that might be important to brain aging, we scanned the lists of potential target genes using multiple microRNA prediction algorithms (Supplementary Table 1). We noted that two components of the same complex, PRC2, are targets: *Polycomblike* (*Pcl*), a peripheral component of PRC2^24^, is a predicted target in *Drosophila* and vertebrates; and a gene encoding a protein within the core PRC2 complex, *Su(z)12*. Polycomb group proteins function together as members of several repressive complexes called PRC1, PRC2, and PRC2-Pcl, of which the protein subunits can vary^25^. Methylation of lysine 27 of histone H3 by the enzymatic methyltransferase component of PRC2, Enhancer of zeste (E(z)), recruits PRC1 to select loci typically resulting in transcriptional silencing, although it may also result in increased transcription depending on the distribution of the epigenetic mark^26^. The *miR-34* binding site appears conserved in all *Drosophilae* examined, and is also conserved in one of the three human orthologues of *Pcl*, *PHF19* (Fig. 1a). To determine whether *miR-34* can regulate *Pcl* through this site, we used a luciferase cell culture reporter assay. A *Renilla* luciferase reporter utilizing the 3′UTR of *Pcl* was used to assess the sensitivity of the 3′UTR to *miR-34* in SL2 cells. Upregulation of *miR-34* was achieved with an expression construct driven by an inducible metallothionein promoter. Upregulation of *miR-34* resulted in a 56% decrease in reporter expression with the 3′UTR of *Pcl* when compared to a control inducing expression of GFP (Fig. 1c, left; also Supplementary Figure 1). To determine whether the decrease in reporter activity was dependent upon the *miR-3*4 seed region, we generated a seed mutant that disrupted strand complementarity (Fig. 1a, bottom). The seed mutation reduced the ability of *miR-34* to regulate the *Pcl* 3′UTR (Fig. 1c, right). These data indicate that the *Pcl* 3′UTR can be regulated by *miR-34*, at least in part through the seed region defined.

**Fig. 1:**
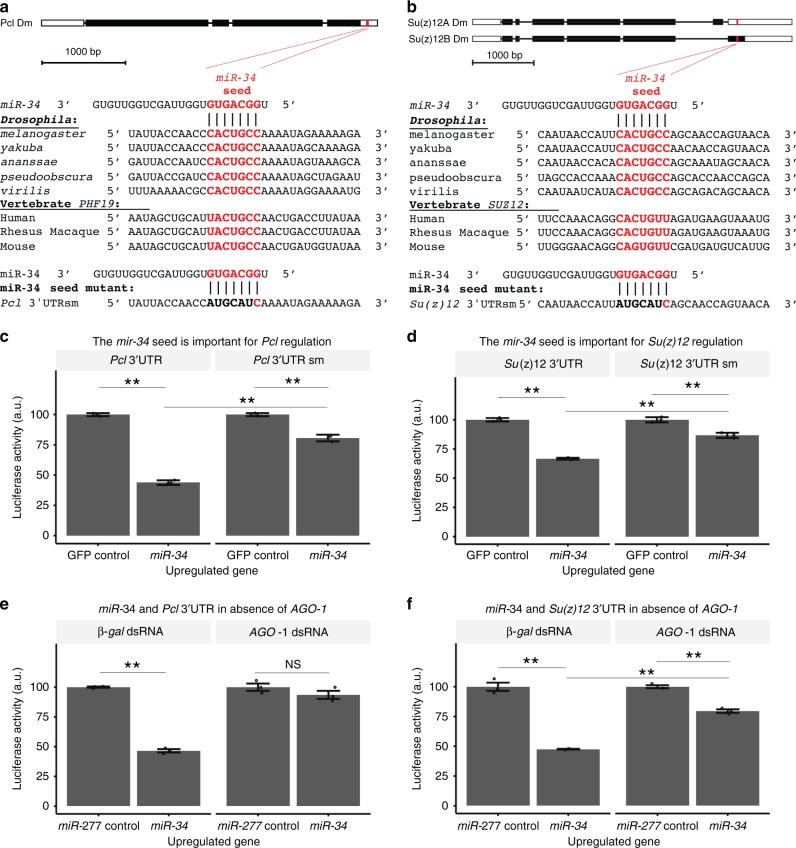
miR-34 targets 3′UTRs of Su(z)12 and Pcl. **a**, **b** *Pcl* and *Su(z)12* are predicted targets of *miR-34*. The seed sequence of *miR-34* has complementarity with the (**a**) *Pcl* 3′UTR and the (**b**) *Su(z)12* 3′UTR. The seed sequence is conserved in various homologs. Bottom, an engineered mutation in the seed sequence was also generated, red letters indicate base-pairing retained in the seed mutation, those with disrupted base-pairing are in black. **c**, **d** Luciferase assays confirm that *miR-34* targets *Pcl* and *Su(z)12*. A reporter construct containing the 3′UTR of (**c**) *Pcl* or (**d**) *Su(z)12* fused to Renilla luciferase was expressed in *Drosophila* SL2 cells and tested for a response to *miR-34*. Upon *miR-34* upregulation, luciferase activity decreases in reporters containing the (**c**, left) *Pcl* 3′UTR and the (**d**, left) *Su(z)12* 3′UTR. Regulation of the *Pcl* 3′UTR by *miR-34* was attenuated by a seed sequence mutation (**c**, right). Regulation of the *Su(z)12* 3′UTR by *miR-34* was also attenuated by the seed sequence mutation (**d**, right). Two-way ANOVA indicated a significant interaction term for the *Pcl* 3′UTR (F_1,8_ = 8.5, *p* < 0.02), and *Su(z)12* 3′UTR (F_1,8_ = 17.5, *p* < 0.01). **p < 0.01, two-way ANOVA with Tukey post-test. Mean ± SEM, *n* = 3 wells. **e**, **f** The RNAi induced silencing complex (RISC) is required for regulation of the 3′UTR of *Pcl* and *Su(z)12* by *miR-34*. The 3′UTR reporter constructs were expressed in DL1 cells treated with dsRNA to *argonaute-1* (an essential component of RISC) or a control gene (*β-gal*). The cells were tested for a response to upregulation of *miR-34* or a control microRNA (*miR-277*). In cells treated with *β-gal* dsRNA, upregulation of *miR-34* resulted in decreased reporter expression. In cells treated with *AGO1* dsRNA, the effect of miR-34 on reporter expression was eliminated (**e**, for *Pcl* 3′UTR reporter two-way ANOVA indicated a significant interaction term, F_1,8_ = 107, *p* < 0.01) or attenuated (**f** for *Su(z)12* 3′UTR reporter two-way ANOVA indicated a significant interaction term, F_1,8_ = 73, *p* < 0.01). **p < 0.01, Two-way ANOVA, Tukey post-test. Mean ± SEM, *n* = 3 wells

In parallel, we examined *miR-34* regulation of *Su(z)12*, the rate limiting component of PRC2^27^. Previous work investigating the reliability of a microRNA prediction algorithm demonstrated that upregulation of *miR-34* decreases translation of a reporter bearing the 3′UTR of *Su(z)12*^28^. *MiR-34* regulation is not predicted in mammalian *SUZ12* by common algorithms; however, RNAhybrid^29^ showed a potential site in the 3′UTR of vertebrate *SUZ12* (Fig. 1b). Targeting of *SUZ12* through this cryptic site would require wobble base pairing which is tolerated in some miRNA/target pairings^30^. We confirmed that *miR-34* regulates the 3′UTR of fly *Su(z)12* and determined that this regulation was dependent on the *miR-34* seed sequence. Upregulation of *miR-34* resulted in a 33% decrease in the reporter utilizing the 3′UTR of *Su(z)12* (Fig. 1d, left; also Supplementary Figure 1), consistent with the previous findings. A *Su(z)12* reporter with a mutated 3′UTR that disrupted strand complementarity between *miR-34* and the 3′UTR of *Su(z)12* (Fig. 1b, bottom) yielded an attenuated response. These data suggest that *miR-34* regulation requires, at least in part, the seed sequence present in the 3′UTR of *Su(z)12*.

If this regulation of the *Pcl* and *Su(z)12* 3′UTR reporter constructs occurs upon upregulation of the mature *miR-34* miRNA, then we would expect interfering with the miRNA maturation pathway should reduce the effect of *miR-34* induction on reporter expression. We shifted our experimental model to DL1 cells, which gave a more robust RNAi response compared to SL2 cells. Treatment of the cells with dsRNA against *argonaute-1 (AGO1)*, a gene essential for miRNA maturation, or against *β-galactosidase* as a control, resulted in loss of regulation by *miR-34* compared to a control miRNA *miR-277*, for the *Pcl* 3′UTR (Fig. 1e). MiRNA maturation was also required for regulation of the *Su(z)12* reporter by *miR-34*: in cells treated with *β-galactosidase* dsRNA control, upregulation of *miR-34* decreased the *Su(z)12* reporter activity by 52% (Fig. 1f, left), but when cells were treated with dsRNA against *AGO1*, regulation by *miR-34* was diminished to 19% (Fig. 1f, right). Taken together, these data indicate that *miR-34* has activity to regulate the levels of 3′UTR reporter constructs for the PRC2 complex components *Pcl* and *Su(z)12* in cell culture assays.

### *MiR-34* regulates Pcl and Su(z)12 levels in the aging brain

Given this regulation in cells, we extended the findings to the brain in vivo. *MiR-34* is expressed in the *Drosophila* brain in an age-dependent manner, with low expression in young adult animals and increased expression with age^6^. We confirmed specificity of an anti-Pcl antibody by verifying that an immunoband present in brain tissue was depleted upon hypomorphic mutation or knockdown of *Pcl* (Supplementary Figure 2). Using this antibody, we examined the levels of *Pcl* protein in young (3d) and older (20d) fly brain tissue. As wild-type animals age, the level of *Pcl* protein in the brain decreased dramatically, dropping by 43% (Fig. 2a, b). This reduction was attenuated in 20d *miR-34* mutants such that it was 22% higher than in wild-type age-matched controls, consistent with regulation, albeit modest, of Pcl levels by *miR-34* at advanced age when *miR-34* expression levels are normally high (also Supplementary Figure 2). These data are consistent with some degree of regulation of the levels of Pcl in vivo with age by *miR-34*.

**Fig. 2:**
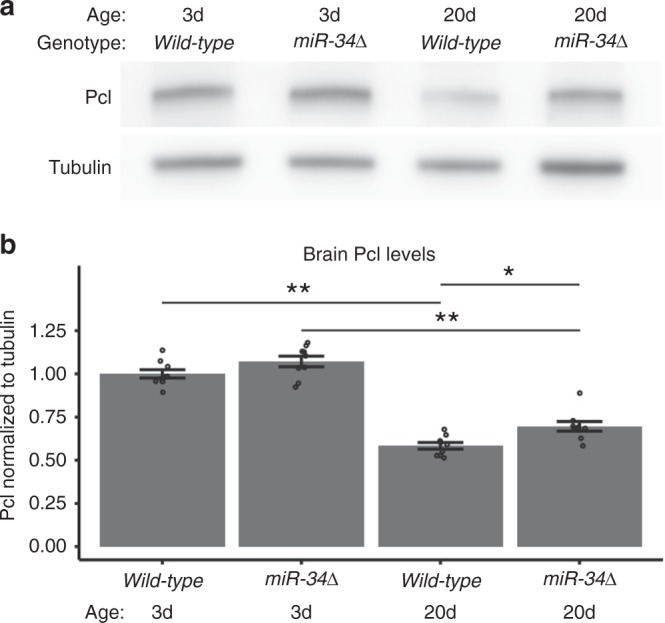
*Pcl* is a target of *miR-34* in the brain. **a**, **b** Pcl protein levels are deregulated in *miR-34* mutants. **a** Western immunoblots. **b** Quantitation of immunoblots. Pcl levels decrease with age in both wild-type and *miR-34* mutants. Pcl levels were higher than wild-type control at 20d. Protein samples from dissected brains. Western immunoblot, with tubulin as the loading control. Pcl protein levels are normalized to tubulin. Mean ± SEM, *n* = 9 biological replicates. Significant main effects were observed (genotype: F_1,32_ = 12.7, *p* < 0.01 age: F_1,32_ = 232, *p* < 0.001). (*p < 0.05, **p < 0.01, two-way ANOVA with Tukey post-test)

To determine whether *Su(z)12* was also an in vivo target of *miR-34*, we constructed a genomic transgene designed to express the *Su(z)12* protein tagged by a C-terminal HA epitope. To assess *Su(z)12* protein levels within its normal genomic context we included promoter, introns, and UTRs in the transgene. As with the Pcl protein, Su(z)12 protein levels normally decreased with age, becoming reduced by 37% from 3d to 20d in the wild-type brain (Fig. 3a, b; Supplementary Figure 3). In *miR-34* mutant tissue, the levels of HA-tagged Su(z)12 protein became elevated compared to age-matched controls, by 39% at 3d and 47% at 20d, indicating that *Su(z)12* is also an in vivo target of *miR-34* activity.

**Fig. 3:**
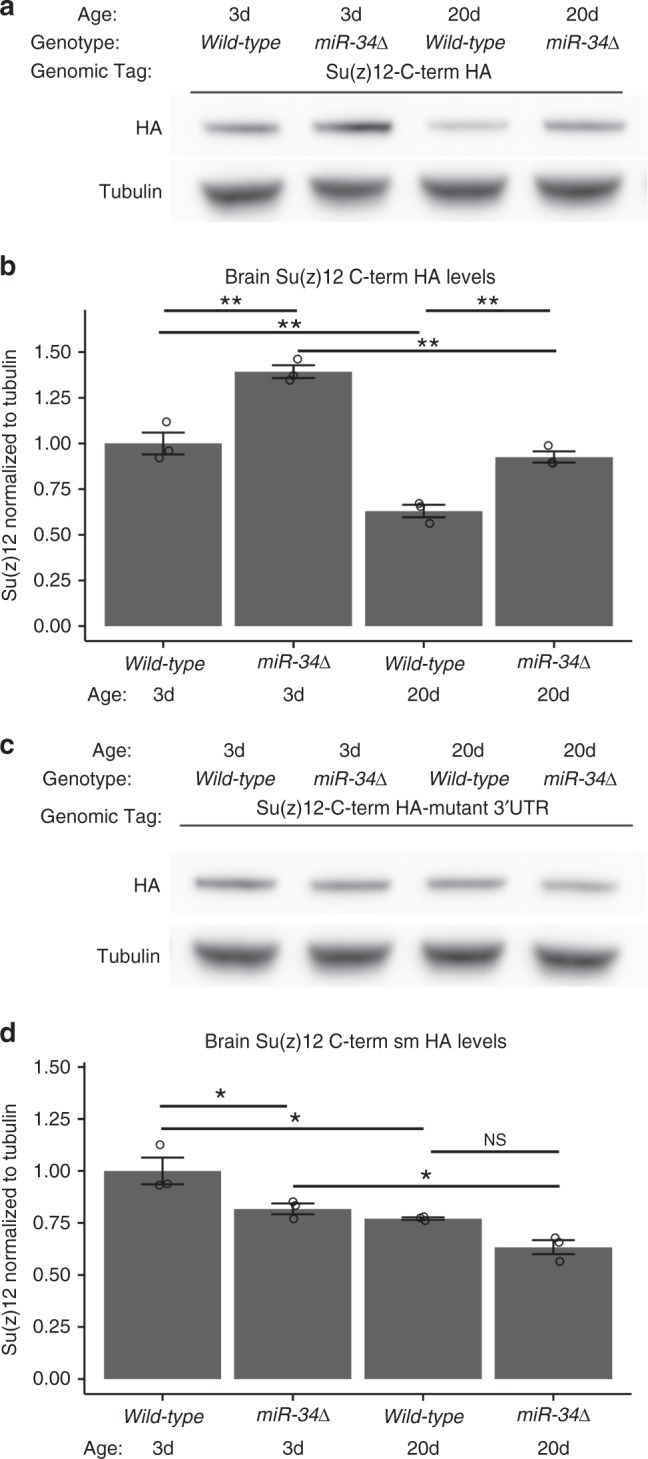
Su(z)12 is a target of *miR-34* in the brain. **a**, **b** Su(z)12 protein levels are deregulated in *miR-34* mutants. Su(z)12 protein was detected using a transgene containing the *Su(z)12* genomic region tagged with the HA epitope on the C-terminus of the predicted protein (Su(z)12-C-term HA). Su(z)12 levels decreased with age in wild-type, but remained elevated in *miR-34* mutants. Protein samples from dissected brains. Su(z)12-C-term HA protein levels were normalized to tubulin loading control. Mean ± SEM, *n* = 3 biological replicates. Significant main effects were observed (genotype: F_1,8_ = 68, *p* < 0.001 age: F_1,8_ = 101, *p* < 0.001). (*p < 0.05, **p < 0.01, two-way ANOVA with Tukey post-test).**c**, **d** The regulation of Su(z)12 protein levels by *miR-34* is dependent upon the *miR-34* seed sequence in the 3′UTR of the *Su(z)12* transcript. The Su(z)12-C-term HA-mutant 3′UTR transgene contains a mutation in the *miR-34* seed sequence that relieves the transcript from regulation by *miR-34* (see Fig. 1d). Su(z)12-C-term HA-mutant 3′UTR protein levels still decrease with age, but are no longer increased in *miR-34* mutants. The difference between wild-type at 20d and *miR-34* mutant at 20d is not significant. Protein samples from dissected brains. Quantification of Su(z)12-C-term HA-mutant 3′UTR protein levels using Western immunoblotting, normalized to tubulin loading control. Mean ± SEM, *n* = 3 biological replicates. Significant main effects were observed (genotype: F_1,8_ = 17, *p* < 0.01 age: F_1,8_ = 28.5, *p* < 0.001). (*p < 0.05, two-way ANOVA with Tukey post-test)

Having shown that Su(z)12 protein levels are higher in *miR-34* mutants, we determined whether this regulation was dependent on the *miR-34* seed sequence within the 3′UTR of the *Su(z)12* transcript. A mutation was introduced into the transgene to disrupt the base-pairing of *miR-34* in the 3′UTR (Fig. 1b, bottom) and transgenic animals generated. The mutated transgene was then crossed into *miR-34* mutants. This construct also showed decreased protein with age, by 23% in both wild-type and *miR-34* from 3d to 20d. However, the mutated transgene was no longer elevated in *miR-34*, and was mildly decreased (Fig. 3c, d; Supplementary Figure 3). These data indicate that the *miR-34* seed sequence in the 3′UTR of *Su(z)12* is important for proper regulation of Su(z)12 protein levels with age. Taken together, these findings suggest that *miR-34* targets the *Pcl* and *Su(z)12* transcripts, to help reduce the levels of these PRC2 complex proteins with age.

### Brain histone H3K27me3 levels are elevated in *miR-34* mutants

A key function of the PRC2 complex is to silence gene expression by methylating proximal histones with H3K27me3^31^. Thus, the increases in Su(z)12 and Pcl protein that we observed in *miR-34* mutants could result in downstream changes in H3K27me3. To examine this, we purified histones from young (3d) and aged (20d, 40d) *Drosophila* heads of wild-type and *miR-34* mutant animals, and used Western immunoblotting to assay total histone H3 and H3K27me3 modification levels. In wild-type animals, the levels of H3K27me3 rose steadily with age, increasing by 105% at 40d (Fig. 4a, b). In *miR-34* mutant animals, H3K27me3 also increased with age, but the increase was accelerated (67% from 3d to 20d for *miR-34*, compared to the wild-type trend of 35% from 3d to 20d). *MiR-34* mutant animals at 20d had H3K27me3 levels comparable to those of wild-type animals at 40d, and these levels were more than twice the levels of 3d wild-type animals (Fig. 4a, b).

**Fig. 4:**
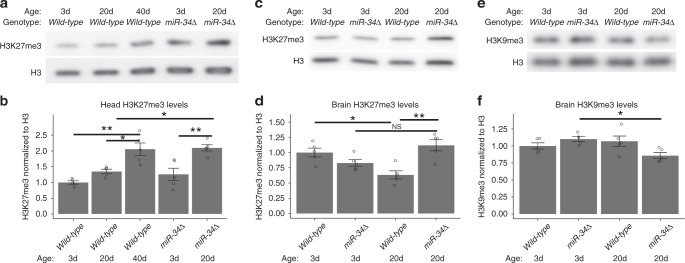
H3K27me3 levels with age and in *miR-34* mutants. **a**, **b** H3K27me3 levels with age in heads. Total histone was purified from *Drosophila* heads at 3d, 20d, and 40d. H3K27me3 gradually increased with age, and increased faster in *miR-34* mutants. Histone H3 is a control for total H3 levels. Quantification of relative levels of H3K27me3 was normalized to the total histone H3. Mean ± SEM, *n* = 5 biological replicates. Significant main effects were observed (genotype: F_1,20_ = 13.5, *p* < .01, age: F_2,20_ = 18, *p* < .001). (*p < 0.05, **p < 0.01 two-way ANOVA, with Tukey post-test).**c**, **d** H3K27me3 levels are increased in the brain of aged *miR-34* mutants. Protein samples were derived from dissected brains. H3K27me3 protein levels are normalized to total Histone H3 levels. Mean ± SEM, *n* = 5 biological replicates. Significant interaction and main effect were observed (genotype: F_1_, _16_ = 4.7, *p* < .05, age: F_1, 16_ = 0.28, ns, interaction: F_1, 16_ = 2.06, *p* < .001. (*p < 0.05, **p < 0.01 two-way ANOVA with Tukey post-test). **e**, **f** H3K9me3 levels are affected in *miR-34* mutants. Protein samples from dissected brains. H3K9me3 levels were normalized to total histone H3. Mean ± SEM, *n* = 5 biological replicates. A significant interaction was observed (interaction: F_1 16_ = 8.76, *p* < 0.01, genotype: F_1,16_ = 1.1, *p* > .05, age: F_1,16_ = .2.7, *p* > .05). (*p < 0.05, two-way ANOVA, Tukey post-test)

We refined these observations by limiting the analysis to brain tissue. The brain is enriched for *miR-34* compared to heads^6^. We carefully dissected brains from the head capsule to assess levels in central brain plus outer optic regions, lacking the eyes and lamina. Interestingly, when examined in this manner, the levels of H3K27me3 in wild-type animals did not increase with age, but rather decreased (Fig. 4c, d). However, the increase of H3K27me3 in mutant compared to wild-type brains was still observed, with mutants displaying a 76% increase over age-matched wild-type brains. These data indicate that the increase in H3K27me3 observed in heads with age may be largely due to changes outside the central brain region dissected. We also addressed the specificity of histone modulation with age by assessing an additional histone silencing mark, H3K9me3, which, interestingly, was modestly affected by mutation of *miR-34* (Fig. 4e, f).

Taken together, these data suggest that *Pcl* and *Su(z)12* are in vivo targets of *miR-34*, and that the H3K27me3 activity of the PRC2 complex with which these proteins are associated is modulated with age in the brain. H3K27me3 levels are also higher in *miR-34* mutants with age than in wild-type tissue. These findings raised the possibility that modulation of PRC2 and H3K27me3 may be a molecular mechanism that impacts susceptibility of the brain to degenerative disease with age, given that *miR-34* mutants undergo brain degeneration and display an accelerated aging profile, and that upregulation of *miR-34* robustly prevents neurodegeneration^6^. Therefore, *miR-34* levels may increase with age to help minimize age-related elevations in H3K27me3 and negative impacts of this histone modification on pathways associated with neurodegeneration.

### *Pcl* and *Su(z)12* mutations mitigate polyglutamine toxicity

Expression of a pathogenic form of human ATXN3 with an expanded polyQ repeat (SCA3trQ78) in photoreceptor cells of the fly eye induces age-dependent neural loss that can be readily visualized by the pseudopupil imaging technique (Fig. 5a)^32^. Whereas flies normally retain 7 ± 0 (mean, ± SEM) photoreceptors (PR) per ommatidial unit with age, expression of pathogenic SCA3trQ78 results in age-dependent photoreceptor loss to 1.72 ± 0.06 PR/ommatidial unit in flies aged 21d (Fig. 5a). Given that our data indicate that *Pcl* and *Su(z)12* are targets of *miR-34*, we hypothesized that decreasing the activity of these genes may produce effects similar to upregulation of *miR-34* to suppress polyglutamine-mediated neurodegeneration^6^. To assess the impact of these PRC2 components, we reduced their levels by introducing one copy of the null mutations *Su(z)12*^*2*^ or *Pcl*^5^ into flies expressing SCA3trQ78. When *Pcl* activity was decreased, photoreceptor cell loss was strongly mitigated: while animals expressing SCA3trQ78 on its own had an average of fewer than two photoreceptors per ommatidium (1.72 ± 0.06) at 21d, animals expressing SCA3trQ78 and heterozygous for *Pcl*^*5*^ retained 4.02 ± 0.10 PR/ommatidial unit (Fig. 5a, b). Similarly, animals expressing SCA3trQ78 and heterozygous for the null allele *Su(z)12*^*2*^ retained 4.93 ± 0.11 PR/ommatidial unit (Fig. 5a–c). Several other alleles of *Pcl* and *Su(z)12* were also tested, and all protected from polyglutamine-mediated toxicity (Supplementary Figure 4). We also confirmed that *Pcl* and *Su(z)*12 mutations did not affect the steady-state level of the SCA3trQ78 mRNA (Supplementary Figure 4). These data indicate that reduction of *Pcl* or *Su(z)12* function mitigates polyglutamine degeneration.

**Fig. 5:**
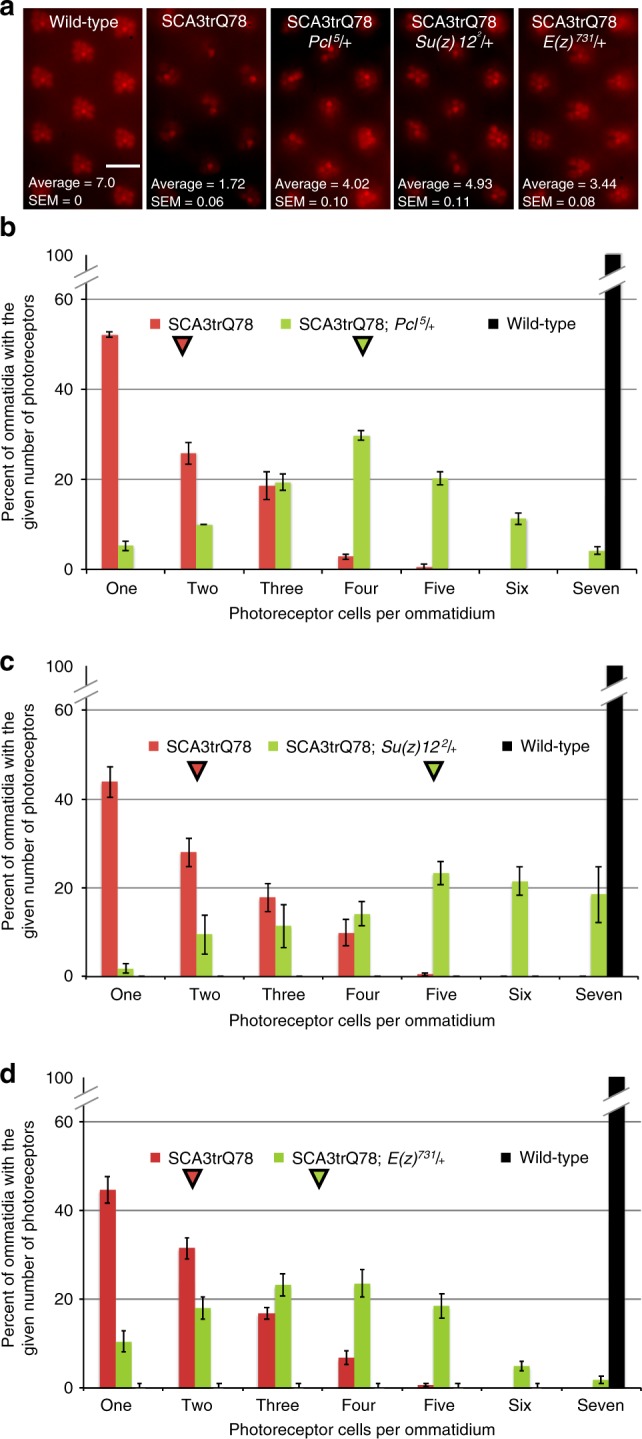
Neural degeneration due to pathogenic ATXN3 is suppressed by PRC2 mutations. **a** The fly compound eye is comprised of individual optical units called ommatidia, which are arranged in a hexagonal array. Within each ommatidium are eight photoreceptors (PR), of which seven are visible by this assay. Each panel shows eleven ommatidial units; flies are 21d old. Whereas wild-type has seven PRs in each ommatidial unit, expression of SCA3trQ78 results in PR loss. Heterozygous mutation of *Pcl* or *Su(z)12* mitigates PR cell loss. Heterozygous reduction of *E(z)* also mitigates PR loss. Scale bar indicates 10 μm. **b** Histogram showing the distribution of photoreceptors (PR) per ommatidium at 21d in wild-type (black, 7.0 PR/ommatidium), SCA3trQ78 (red, average 1.72 ± 0.06 SEM noted with red arrowhead, *n* = 24 flies, 240 ommatidia), and SCA3trQ78 with a heterozygous *Pcl* allele (green, average 4.02 ± 0.10 SEM noted with green arrowhead, *n* = 20 flies, 200 ommatidia). *p* < 0.001, Kruskal–Wallis test, Dunn post-test. Genotypes: SCA3trQ78 is *rh1-GAL4, UAS-SCA3trQ78/*+; *Pcl*^*5*^/+ is *Pcl*^*5*^*/*+; *rh1-GAL4, UAS-SCA3trQ78/*+. **c** Histogram showing the distribution of photoreceptors (PR) per ommatidium at 21d in wild-type (black, 7.0 PR), SCA3trQ78 (red, average 1.92 ± 0.06 SEM noted with red arrowhead, *n* = 29 flies, 291 ommatidia), and SCA3trQ78 heterozygous for a *Su(z)12* allele (green, average 4.93 ± 0.11 SEM noted with arrowhead, *n* = 20 flies, 197 ommatidia). *p* < 0.001, Kruskal–Wallis test, Dunn post-test. Genotypes: SCA3trQ78 is *rh1-GAL4, UAS-SCA3trQ78/*+; *Su(z)12*^*2*^/+ is *rh1-GAL4, UAS-SCA3trQ78/Su(z)12*^*2*^. **d** Histogram showing the distribution of photoreceptors (PR) per ommatidium at 21d in wild-type (black, 7.0 PR), SCA3trQ78 (red, average 1.86 ± 0.06 SEM noted with red arrowhead, *n* = 19 flies, 379 ommatidia), and SCA3trQ78 heterozygous for an *E(z)* allele (green, average 3.44 ± 0.16 SEM noted with arrowhead, *n* = 19 flies, 349 ommatidia). *p* < 0.001, Kruskal–Wallis test, Dunn post-test. Genotypes: SCA3trQ78 is *rh1-GAL4, UAS-SCA3trQ78/*+; *E(z)*^*731*^/+ is *rh1-GAL4, UAS-SCA3trQ78/E(z)*^*731*^

### *Pcl* and *Su(z)12* mutations mitigate polyglutamine aggregation

To investigate biological mechanisms through which genetic reduction of these PRC2 components impact neural degeneration, we conducted a detailed analysis of the aggregation of SCA3trQ78 protein in photoreceptor neurons. To assess inclusions, we examined tissue by immunohistochemistry. Normally, the polyglutamine protein accumulates rapidly, generating abundant, large nuclear inclusions. At 3d, many polyglutamine inclusions were visible in sections of the retinal neurons (38.0 ± 2.6) (Fig. 6a–d). When *Pcl* activity was reduced, the number of the inclusions decreased by 65%, to just 13.2 ± 3.4 (Fig. 6b–d). Additionally, there was a 39% decrease in the size of the remaining inclusions (Fig. 6e). Reduction of *Su(z)12* acted similarly, with the number of inclusions decreased by 60% to 15.1 ± 1.5 and the size of the remaining inclusions being smaller by 28% (Fig. 6c–e). These data suggest that the targets of the PRC2 complex that are critical to the effects of *miR-34* on polyglutamine toxicity may include genes that regulate protein misfolding and turnover, given these dramatic effects on protein aggregation and toxicity.

**Fig. 6:**
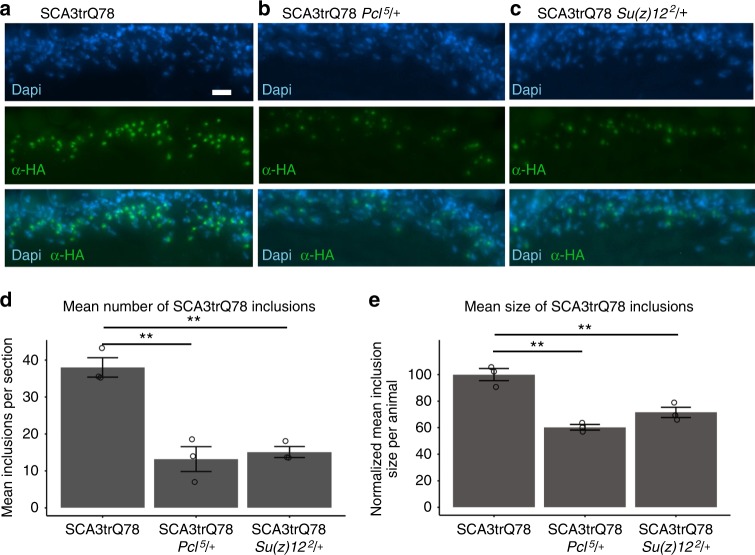
PRC2 mutations suppress accumulation of pathogenic polyglutamine protein. **a** Animals expressing SCA3trQ78 in the photoreceptor cells have prominent nuclear inclusions. 3d animals, antibody to HA tag present on the SCA3trQ78 transgene (green). Dapi (blue), nuclei. Genotype: *rh1-GAL4, UAS-SCA3trQ78/*+. Scale bar indicates 10 μm. **b** Decreasing *Pcl* activity decreased SCA3trQ78 inclusions of 3d animals. Genotype: *Pcl*^*5*^*/*+; *rh1-GAL4, UAS-SCA3trQ78/*+. **c** Decreasing *Su(z)12* activity decreased SCA3trQ78 inclusions of 3d animals. Genotype: *rh1-GAL4, UAS-SCA3trQ78/Su(z)12*^*2*^. **d** Average number of inclusions detected in the region of interest in various genotypes. Mean ± SEM, *n* = 3 animals, using the average of at least 4 sections per animal. F_2,6_ = 27.84, *p* < 0.001, one-way ANOVA, with Tukey post-test **p < 0.01. **e** Mean size of inclusions. The size of inclusions detected in at least 4 sections per animal was determined, with the control cohort adjusted to 100%. The average size of inclusions was smaller in animals heterozygous for *Pcl*^*5*^ or *Su(z)12*^*2*^. Mean ± SEM, *n* = 3 animals, using the average of at least 4 sections per animal. F_2,6_ = 30.89, *p* < 0.001, one-way ANOVA, with Tukey post-test, **p < 0.01

### Transcriptome profiling of the brains of *E(z)* mutants

As PRC2 functions as a histone modification complex, we anticipated that a consequence of higher PRC2 activity in aged *miR-34* mutants should be alterations in gene expression; the identification of these genes should include targets of the complex that are critical to healthy brain aging. For transcriptome analysis, we focused on mutants of the *E(z)* gene which encodes the catalytically active methyltransferase of PRC2: homozygous reduction of function *E(z)* mutants can be generated and should reflect the combined activities of reduction of both *Pcl* and *Su(z)12*. We confirmed that reduction of *E(z)* function mitigated polyglutamine toxicity (Fig. 5, Supplementary Figure 4). To reduce *E(z)* function, we generated animals heterozygous for a reported temperature-sensitive allele of *E(z)*, *E(z)*^61^, in *trans* to a null allele *E(z)*^*731*^. This allelic combination produced viable adult animals at the appropriate ratios at permissive (25 °C) and restrictive (29 °C) temperatures. Animals were cultivated and aged at either permissive or restrictive temperature, then brains were dissected and processed for RNA-seq analysis at timepoints of interest. 

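RNA was sequenced from the brains of 19 samples in 5 groups. There were 3 replicates of 3d wild-type brains at 25 °C, 3 of 20d wild-type at 25 °C, 5 of 20d wild-type at 29 °C, 3 of 20d *E(z)* mutants at 25 °C and 5 of 20d *E(z)* mutants at 29 °C. The mutant carried a temperature-sensitive allele of *E(z)* over a null allele. Each library was sequenced in 2 runs. The authors mapped the reads to the fly genome and deposited, for each run, the number of uniquely mapped reads that htseq-count assigned to the exons of each gene, without normalization. The counts of the 2 runs were summed per sample. Between 23437839 and 31833195 reads per sample were counted on genes, with a median of 26028701. The median was 26203681 in 3d wild-type, 31405053 in 20d wild-type at 25 °C, 24130295 in 20d wild-type at 29 °C, 29621104 in *E(z)* mutants at 25 °C and 24824153 in *E(z)* mutants at 29 °C. Total counts did not differ between the genotypes when labels were exchanged within temperature (exact permutation test over 5040 regroupings, p = 0.61). Genes were tested with edgeR's quasi-likelihood test on TMM-normalized counts, after genes with low counts were removed, and only the groups compared entered each fit. A gene was called changed at an adjusted p below 0.05 with an absolute log2 fold change above 0.5. Expression levels are given as CPM, the count divided by the scaled total of the sample. Replicate numbers in the sample labels are shared between groups, so a fit with the replicate number as a block is given beside the main fit. Whether the numbers pair the samples was checked from the deviations of each sample from its group mean. At 29 °C, the mean correlation between *E(z)* and wild-type samples was 0.155 for the same number and -0.038 for other numbers (exact permutation test, p = 0.017). At 25 °C, these were 0.068 and -0.034 (exact permutation test, p = 0.17, the smallest p that 6 orders allow). Between 20d and 3d wild-type, they were -0.078 and 0.039 (exact permutation test, p = 0.83).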

We also prepared gene expression profiles of wild-type aged (20d) and young (3d) animals for comparison (details of samples and replicates in Supplementary Figure 5). We reasoned that comparing the *E(z)* reduction-of-function transcriptome to wild-type would reveal genes expressed in the brain that are normally regulated by PRC2 with age that might be modulated by *miR-34* function.

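A gene was counted as expressed when at least 1 read was assigned to it over the 16 samples of 20d brains, which is the lowest threshold the counts allow. Each of these samples had between 23437839 and 31833195 reads on genes. Of the genes in the files, 15252 met this threshold. Leaving out each sample in turn gave between 15179 and 15227 genes. The threshold moved the number most: 10450 genes had at least 1 count in every 20d sample, and 12783 genes had at least 10 counts over the 16 samples.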

This approach identified 15,253 genes as being expressed in the brains of aged animals. Surprisingly, genes differentially expressed in *E(z)* reduction-of-function mutants compared to age-matched wild-type controls were differentially expressed at both the permissive and restrictive temperatures. 

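Each temperature was fitted alone, with 3 *E(z)* and 3 wild-type samples at 25 °C and 5 of each at 29 °C. At 25 °C, 309 genes were upregulated and 220 downregulated in 20d *E(z)* brains, among 9692 genes tested. At 29 °C, 315 were upregulated and 342 downregulated, among 9648 genes tested. With the replicate number as a block, 596 genes changed at 25 °C and 739 at 29 °C. Of the genes past the threshold in the fit of both temperatures together, 745 were tested at each temperature, and 739 of them (99.19%, 95% Wilson interval 98.25 to 99.63%) moved in the same direction at 25 °C and 29 °C. Since these genes were chosen from the same samples, the share is higher than an independent choice of genes would give. An adjusted p below 0.05 was reached by 460 of the 745 genes at 25 °C alone, by 557 at 29 °C alone and by 385 at both. Their median absolute log2 fold change was 0.84 at 25 °C and 0.81 at 29 °C. The log2 fold changes at the 2 temperatures had a correlation of 0.94 across genes, which are not independent replicates. The number at 25 °C moved most with DESeq2's MAP log2 fold changes, which left 327 genes. From changes at both temperatures, the paper concludes that the mutant combination alters gene expression even at the permissive temperature.

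**Figure D1:**
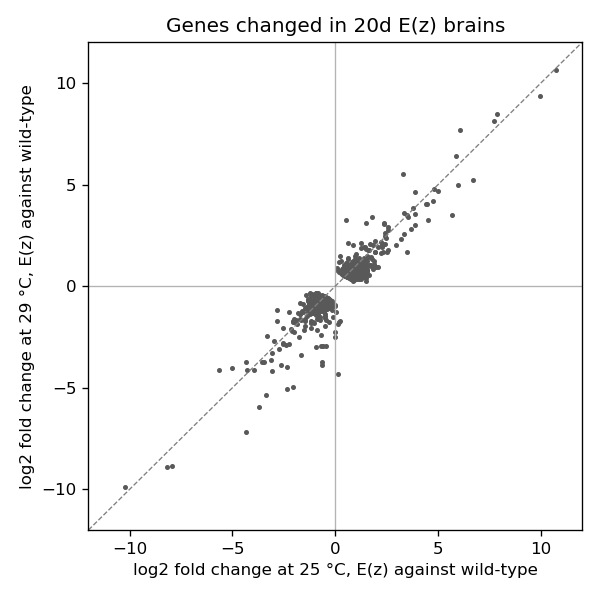
Log2 fold change of 20d *E(z)* against wild-type brains at 29 °C (y axis) against that at 25 °C (x axis), one point for each of the 745 genes. Of these genes, 739 lie in the quadrants where both values have the same sign, around the dashed line of equal change.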

This finding indicates that the *E(z)*^*61*^*/E(z)*^*731*^ transheterozygote combination has significant consequences for gene expression even at normal cultivation temperatures, consistent with our observations that mild removal of PRC2 activity mitigates polyglutamine toxicity (Fig. 5). We selected lists of genes differentially expressed using a Benjamini false discovery rate of *p* < 0.05, and a log_2_ fold-change of more than 0.5 (for upregulated genes) or less than −0.5 (for downregulated genes). This defined 343 upregulated and 290 downregulated genes upon reduced *E(z)* function (Supplementary Data 1). 

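In the fit of the 16 samples of 20d brains with temperature as a term, 10020 genes were tested and 1995 had an adjusted p below 0.05. With the fold-change threshold, 416 genes were upregulated and 429 were downregulated in *E(z)* mutants. A fit with the replicate number within temperature as a block gave 438 and 431 genes. Leaving out each sample in turn gave 377 to 450 upregulated and 394 to 430 downregulated genes. DESeq2's MAP log2 fold changes from all 19 samples in one fit gave 324 upregulated and 281 downregulated genes, and the requirement of at least 10 counts in every sample gave 278 downregulated genes. Of the paper's 343 upregulated genes in Supplementary Data 1, 325 were upregulated here, and of its 290 downregulated genes, 279 were downregulated here. The largest increase was in *CG34031*, on 3L, which had no count in any wild-type sample and 155 to 240 counts in every *E(z)* sample. Its log2 fold change was 10.67 (standard error 0.31, adjusted p = 2.2e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *CG32437*, also on 3L, rose by 9.50 on the log2 scale (standard error 0.25). *CG11893*, on 3R, rose by 8.29 (standard error 0.44). *CG11893* had no count in any 20d wild-type sample and *CG32437* had at most 1, so the size of these increases is known only roughly. The largest decrease was in *sordd2*, on X, which fell from 46.3 ± 1.9 CPM (SD, n = 3) in wild-type at 25 °C to 0.03 ± 0.03 (SD, n = 3) in *E(z)* mutants, and from 40.7 ± 2.6 to 0.04 ± 0.04 (SD, n = 5) at 29 °C. Its log2 fold change over both temperatures was -10.01 (standard error 0.14, adjusted p = 5.7e-20 from the same test). The antisense RNAs *CR45835* and *CR45822*, both on 3L, had log2 fold changes of -8.57 (standard error 0.12) and -8.40 (standard error 0.19). In each of these 6 genes, all 8 *E(z)* samples lay on the same side of all 8 wild-type samples. The level of *E(z)* mRNA itself did not differ between the genotypes, with a log2 fold change of -0.02 (standard error 0.03, adjusted p = 0.78).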

We examined GO Terms, Kegg Pathways, and InterPro motifs that were enriched in these lists of genes using DAVID^33^. Because we were interested in genes that would normally be targets of the H3K27me3 silencing mark and PRC2 is normally downregulated by *miR-34*, we first investigated genes that became upregulated with *E(z)* loss at 20d. GO terms associated with these genes included several relevant to age-associated processes, such as oxidoreductase activity (Supplementary Table 2). Additionally, the genes upregulated in *E(z)* mutants were enriched in the motifs Cytochrome P450 and Alpha-crystallin/sHSP family. 

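DAVID's motif annotation is not in the files analysed here, so gene symbols stood in for it. Of 67 Cytochrome P450 genes tested, 14 were among the genes upregulated in *E(z)* mutants, where 2.78 were expected from the share of upregulated genes among the 10020 tested (Fisher's exact test, p = 4.7e-07). Fisher's test takes these genes as independent and does not measure the spread between samples. Another 6 of the 67 were downregulated. The largest increase among them was in *Cyp28d2*, with a log2 fold change of 1.51 (standard error 0.11, adjusted p = 4.2e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The number ranged from 11 to 16 as each sample was left out, was 16 with the replicate block and was 8 with DESeq2's MAP log2 fold changes. The 10 sHSP genes that the paper marks in Fig. 7b had a mean log2 fold change of 0.594 in *E(z)* mutants, and their mean per sample differed between the genotypes (exact permutation test within temperature, p = 4.0e-04).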

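*Hsp70Ba* lies on 3R from 12465453 to 12467776 of the fly genome. Very few reads were assigned to it: 0 to 2 in each 20d wild-type sample, 7 to 11 in each *E(z)* sample at 25 °C and 12 to 17 in each *E(z)* sample at 29 °C. Its log2 fold change in *E(z)* mutants was 4.13 (standard error 0.40, adjusted p = 3.1e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and all 8 *E(z)* samples lay above all 8 wild-type samples. The size of the change is uncertain at these counts, and DESeq2's MAP estimate from the same samples was 1.21. The genome holds several *Hsp70* genes of nearly the same sequence, and reads that fit more than one of them were left out by the authors' counting of unique alignments, so the count of *Hsp70Ba* is also uncertain in this respect. Of the other copies, 3 had enough counts to be tested in the same fit. The log2 fold change of *Hsp70Bb* was 0.16 (standard error 0.19), that of *Hsp70Bbb* 0.19 (standard error 0.21) and that of *Hsp70Bc* -0.31 (standard error 0.19), each with an adjusted p above 0.05.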

We noted that the *Hsp70Ba* gene was also upregulated, which is a chaperone of the Hsp70 family, genes that are known to convey resistance to neurodegenerative disease^16,23,34,35^.

To define gene expression changes with age, we compared the transcriptomes of young and older wild-type brains, using a false discovery rate of *p* < 0.05 and an absolute log_2_ fold-change of more than 0.5. 

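The 3 samples of 20d wild-type brains at 25 °C were compared with the 3 samples of 3d wild-type brains at 25 °C. Among 9530 genes tested, 4426 had an adjusted p below 0.05. With the fold-change threshold, 511 were downregulated and 812 were upregulated with age. The replicate number as a block gave 488 and 746 genes. Across the 6 fits that each left out one sample, 433 to 609 genes were downregulated and 679 to 792 upregulated. DESeq2's MAP log2 fold changes in one fit of all 19 samples gave 636 and 938 genes, and the same estimates from the 6 samples alone gave 459 and 575. The largest increase was in the long noncoding RNA *CR43651*, with a log2 fold change of 5.36 (standard error 0.25). The largest decrease was in *Nplp3*, at -3.64 (standard error 0.88), which ranged from 2.29 to 16.88 CPM among the young samples. As each sample was left out, *Nplp3* ran from -4.14 to -2.08 and *CG16820*, at -3.51 in the main fit, from -4.10 to -2.89. Which of them fell most is therefore not settled.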

These criteria defined 672 downregulated and 959 upregulated genes (Supplementary Data 1). Again, due to our interest in genes that may normally be silenced by PRC2 with age, we focused on those genes that became downregulated with age in the brain. 

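Gene symbols stood in for the GO term, whose annotation is not in the files analysed here. Of the 11 ATP synthase genes tested, 8 were past the threshold for downregulation with age, where 0.59 were expected (Fisher's exact test, p = 9.3e-09), and all 11 had log2 fold changes below 0. *ATPsyngamma* fell most, with a log2 fold change of -0.790 (standard error 0.093, adjusted p = 2.6e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and *ATPsynbeta* fell least, with one of -0.395 (standard error 0.050). The number past the threshold was 8 with the replicate block and between 7 and 9 as each sample was left out. Fisher's test takes the 11 genes as independent and does not measure the spread between samples. Over the 10 splits of the samples, only the real one gave as many, which is at best 1 in 10.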

GO Terms associated with these genes included ATP synthesis coupled proton transport, among others (Supplementary Table 2). 

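Of the 10 sHSP genes, 9 had enough counts to be tested between 3d and 20d wild-type brains, and *CG4461* did not. All 9 had log2 fold changes below 0 with age, with a mean of -0.886. Their mean per sample was lower in every aged sample than in every young one (exact permutation test, p = 0.1, the smallest p that 3 samples against 3 allow), and edgeR's rotation test of the set (fry) gave a p of 0.0019. Past the threshold for downregulation were 5 of them, *Hsp23*, *Hsp26*, *Hsp27*, *Hsp67Ba* and *Hsp67Bc*, and the same number was found as each sample was left out in turn. The set moved most with DESeq2's MAP log2 fold changes, to a mean of -0.613, and with the replicate block its mean was -0.842.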

Notably, genes downregulated with age also included the Alpha-crystallin/sHSP category that was upregulated in the brain upon reduced function of *E(z)*.

We expected that target(s) of PRC2 relevant to healthy brain aging would be genes that normally become downregulated with age in the wild-type brain. We therefore compared the overlap of genes, GO Terms, Kegg Pathways, and InterPro motifs among genes that are downregulated with age to those that are upregulated in the *E(z)* mutant. This identified four categories: GO:0005887∼integral component of the plasma membrane, dme:01100:Metabolic pathways, IPR002068:Alpha crystallin/Hsp20 domain, and IPR001436:Alpha crystallin/Heat shock protein.   

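*Hsp23*, *Hsp26* and *Hsp27* were past the threshold in both comparisons. *Hsp26* lies on 3L from 9376418 to 9377427. Its log2 fold change was 1.12 in *E(z)* mutants (standard error 0.14, adjusted p = 8.4e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and -2.40 with age (standard error 0.31, adjusted p = 4.3e-04). *Hsp27* lies on 3L from 9384063 to 9385694. It rose by 0.990 on the log2 scale in *E(z)* mutants (standard error 0.137, adjusted p = 2.7e-05) and its log2 fold change with age was -2.02 (standard error 0.32, adjusted p = 0.0011). *Hsp23* lies on 3L from 9381882 to 9382765. Its changes were 0.584 (standard error 0.054, adjusted p = 1.8e-07) and -0.979 (standard error 0.094, adjusted p = 9.4e-05). The 3 samples of 20d wild-type brains at 25 °C take part in both comparisons, so the 2 sets of values are not independent.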

Intriguingly, sHSPs were common to both sets of genes (Fig. 7a, Supplementary Figure 5, Supplementary Table 2). This overlap is particularly noteworthy for protein aggregation processes, as this family of small chaperones has been reported to mitigate polyglutamine toxicity and extend lifespan^17,18,36^. 

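In 20d *E(z)* brains, 5 sHSP genes were past the threshold for upregulation: *Hsp23*, *Hsp26*, *Hsp27*, *CG13133* and *CG7409*. The number was also 5 with the replicate block and in each of the 16 fits that left out one sample. It was 4 without the temperature term or with at least 10 counts in every sample. *CG7409* had 2.98 ± 0.22 CPM (SD, n = 3) in wild-type and 5.99 ± 1.78 (SD, n = 3) in *E(z)* mutants at 25 °C, and 3.13 ± 0.51 and 7.53 ± 1.28 (SD, n = 5) at 29 °C. Its log2 fold change over both temperatures was 1.16 (standard error 0.13, adjusted p = 2.0e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and all 8 *E(z)* samples lay above all 8 wild-type samples. *CG13133* was counted with 7 to 57 reads per sample of 20d brains. Its log2 fold change was 0.97 (standard error 0.26, adjusted p = 0.012), and its adjusted p was 0.092 when the temperature term was left out, the alternative that moved it most. *Hsp67Bc* had a log2 fold change of 0.435 (standard error 0.059, adjusted p = 2.1e-05), below the fold-change threshold, with all 8 *E(z)* samples above all 8 wild-type samples. *Hsp23*, *Hsp26* and *Hsp27* had log2 fold changes of 0.58, 1.12 and 0.99.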

Five alpha-crystallin/sHSP genes were upregulated in *E(z)* mutants: *Hsp23, Hsp26, Hsp27, CG13133*, and *CG7409*. 

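Across the 10 family members in 20d brains, 8 had a log2 fold change above 0 in *E(z)* mutants and 2 below 0, with a mean of 0.594. The mean per sample of the set differed between the genotypes (exact permutation test within temperature, p = 4.0e-04), and edgeR's rotation test of the set (fry) gave a p of 4.9e-08. Of the 10 genes, 9 could be tested at each temperature alone, with a mean of 0.609 at 25 °C (exact permutation test, p = 0.1, the smallest p possible) and of 0.573 at 29 °C (exact permutation test, p = 0.0079). The change was not detectably different between the temperatures, with a fry p of 0.93 for the interaction. With the replicate block the mean was 0.594, and as each sample was left out it stayed between 0.564 and 0.622. DESeq2's MAP log2 fold changes in one fit of all 19 samples moved it most, to 0.375. An adjusted p below 0.05 was reached by 6 of the 10 genes. The other 4 were *Hsp67Ba* at 0.121, *CG4461* at 0.639, *CG14207* below 0 and *l(2)efl* at -0.026. *CG4461* had at most 28 counts in a sample. From the direction of these changes, the paper reasons that the family is expressed more highly in the mutant brain.

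**Figure D2:**
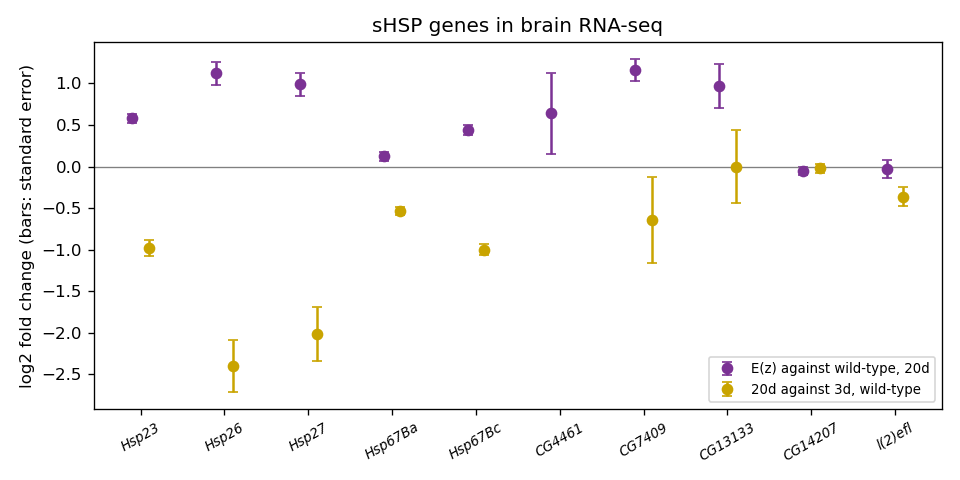
Log2 fold changes (y axis, with standard errors) of the sHSP genes (x axis) in 20d *E(z)* against wild-type brains and in 20d against 3d wild-type brains. *Hsp26* sits at 1.12 in *E(z)* mutants and at -2.40 with age, and *CG4461* has no value with age because too few reads were counted.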

An MA plot of the ten HSP20 family members expressed in brain showed a strong bias towards higher expression in *E(z)* mutant brain tissue (Fig. 7b). The same HSP20 family members were also strongly downregulated with age (Fig. 7c). 

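Between 3d and 20d wild-type brains at 25 °C, *Hsp26* fell from 43.1 ± 17.9 to 8.06 ± 1.22 CPM (SD, n = 3) and *Hsp27* from 11.4 ± 4.8 to 2.77 ± 0.47 (SD, n = 3). *Hsp23* fell from 70.04 ± 9.58 to 35.0 ± 1.6, *Hsp67Bc* from 32.7 ± 1.1 to 16.2 ± 1.2 and *Hsp67Ba* from 80.7 ± 2.0 to 54.9 ± 2.2 CPM (SD, n = 3). In each of these 5 genes every aged sample lay below every young sample (exact permutation test, p = 0.1, the smallest p that 3 samples against 3 allow). Their log2 fold changes ran from -2.40 for *Hsp26* to -0.54 for *Hsp67Ba*. *l(2)efl* had a log2 fold change of -0.363 (standard error 0.117, adjusted p = 0.031 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and its adjusted p was 0.20 with run a only. *CG7409*, at -0.646 (standard error 0.518, adjusted p = 0.33), *CG13133*, at -0.003 (standard error 0.441), and *CG14207* did not change detectably with age at this depth.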

Sequence coverage is illustrated for *Hsp26* and *Hsp27* in Fig. 7d, e, which shows that expression in the aged *E(z)* brain is similar to that of the young brain profile, whereas normally their expression becomes downregulated with age. 

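Young, aged and *E(z)* brains were put on one normalization in a fit of all 5 groups. *Hsp26* had 43.1 ± 17.9 CPM (SD, n = 3) in 3d wild-type, 19.7 ± 5.8 (SD, n = 3) in 20d *E(z)* at 25 °C and 32.1 ± 4.2 (SD, n = 5) in 20d *E(z)* at 29 °C. *Hsp27* had 11.4 ± 4.8, 5.18 ± 1.10 and 8.14 ± 0.81 CPM in the same groups. Against young brains at the same temperature, 25 °C, *Hsp26* in aged *E(z)* brains had a log2 fold change of -1.12 (standard error 0.28, adjusted p = 0.0028 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and *Hsp27* one of -1.13 (standard error 0.27, adjusted p = 0.0025). An exact permutation test of these 3 samples against 3 gave p = 0.2 for each gene, and cannot go below 0.1. Aged *E(z)* brains at 29 °C against young brains at 25 °C gave -0.42 for *Hsp26* (standard error 0.24, adjusted p = 0.15) and -0.48 for *Hsp27* (standard error 0.24, adjusted p = 0.092), and this comparison joins a difference of temperature to that of age and genotype. With the replicate block these were -0.29 (adjusted p = 0.30) and -0.33 (adjusted p = 0.20). One young replicate, III, was lower than the other 2 in both genes. Without it the values at 29 °C were -0.74 (adjusted p = 0.0066) and -0.80 (adjusted p = 0.0039). From the coverage of one library per group, the paper reasons that expression in the aged *E(z)* brain resembles that of the young brain.

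**Figure D3:**
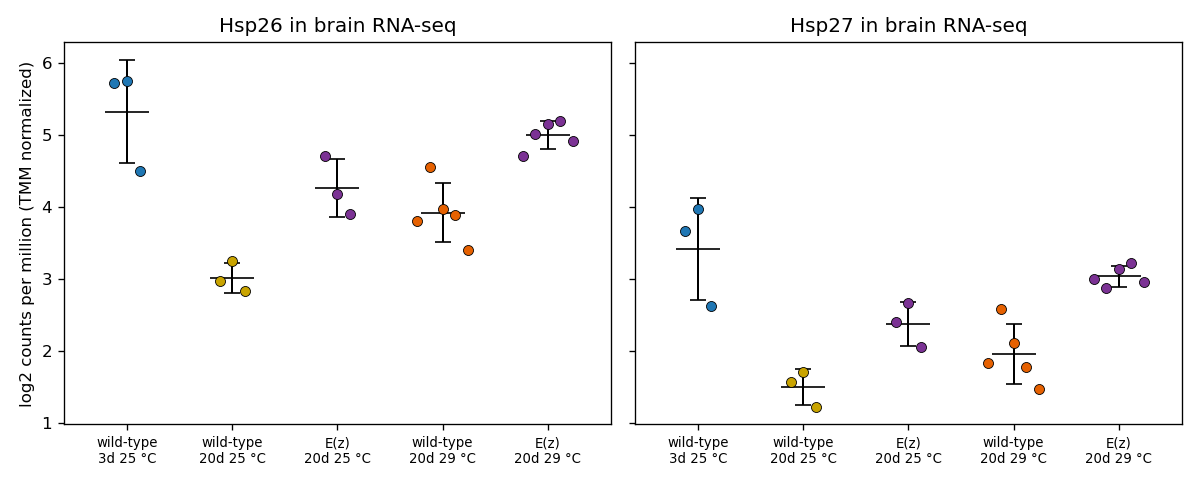
Log2 CPM (y axis) of *Hsp26* and *Hsp27* in each brain sample by group (x axis), with the group mean and SD. *Hsp26* in 20d *E(z)* brains, with means of 4.26 at 25 °C and 5.00 at 29 °C, sits between aged wild-type at 25 °C, with a mean of 3.01, and young wild-type, with a mean of 5.33.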

We confirmed several gene expression changes using qPCR. The sHSPs *CG7409*, *Hsp23*, *Hsp26*, *Hsp67Ba*, and *Hsp67Bc* were significantly upregulated in *E(z)* mutant brains, as was *Hsp70* (Supplementary Figure 5, Supplementary Table 3).

**Fig. 7:**
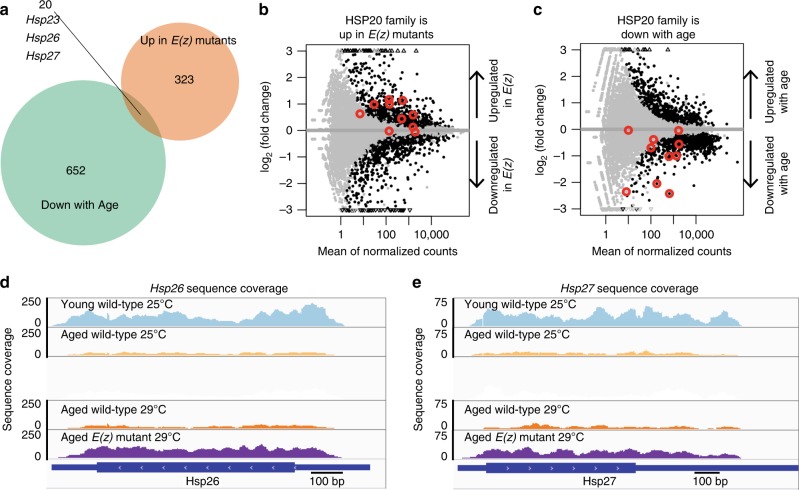
The small HSP chaperone family is regulated with age and by *E(z)*. RNA-seq was performed on 20d brain tissue from animals transheterozygous for the *E(z)*^*61*^ and *E(z)*^*731*^ alleles, and on wild-type. Because the *E(z)*^61^ allele is temperature-sensitive, two temperatures were used, 25 °C (permissive) and 29 °C (restrictive). Wild-type brains, 3d (young) and 20d (aged) 25 °C, were also dissected and RNA-seq performed. Genes were selected as differentially expressed using a Benjamini-Hochberg *p* < 0.05 and at least a 0.5 absolute log_2_ fold-change. **a** Gene overlap. Twenty genes had an expression pattern consistent with being a target of *E(z)* with age in the brain: upregulated in *E(z)* and downregulated with age. **b**, **c** Differential gene expression analysis of sHSP family genes. Gray data points are genes not differentially expressed. Black data points are genes with significant changes in expression (*p*<0.05, DEseq2 negative binomial generalized linear model, Benjamini-Hochberg correction).  Red circles mark the sHSP family members *Hsp23, Hsp26, Hsp27, Hsp67Ba, Hsp67Bc, l(2)efl, CG4461, CG7409, CG13133*, and *CG14207*. *Hsp22* was not included because no reads mapped uniquely to this gene. **b** Small HSP genes are upregulated in 20d *E(z)* mutant brains. Among these, *Hsp23, Hsp26, Hsp27*, and *CG7409* were significantly elevated in *E(z)* mutants (*p* < 0.05, DESeq2 negative binomial generalized linear model, Bonferroni correction), compared to 20d wild-type. **c** Small HSPs are downregulated in the brain with age. *Hsp23, Hsp26, Hsp27, Hsp67Ba*, and *Hsp67Bc* were significantly decreased (*p* < 0.05, DESeq2 negative binomial generalized linear model, Bonferroni correction) with age comparing 20d to 3d wild-type. **d**, **e** Sequence coverage at specific loci indicates silencing of sHSPs with age, and release from silencing in *E(z)* mutants. Read coverage at the individual sHSP loci (**d**) *Hsp26* and (**e**) *Hsp27* demonstrates a decrease in expression of sHSPs with age. Young wild-type animals express high levels (blue) while aged wild-type animals have less sHSP expression (yellow). *E(z)* mutation (purple) results in increased sHSP levels compared to age and temperature matched controls (orange). Y-axis indicates sequence read coverage from one biological replicate from each cohort. Each library shown had similar depth of sequencing (24–26 × 10^6^ reads). X-axis indicates position along the gene. Expression levels in *E(z)* are high, similar to young brain tissue

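Of the genes tested in both comparisons, 35 were upregulated in *E(z)* mutants and downregulated with age, where 17.7 were expected (Fisher's exact test, p = 8.5e-05). With the replicate block there were 34 genes (Fisher's exact test, p = 2.7e-04). Leaving out each sample in turn gave 29 to 39 genes. With DESeq2's MAP log2 fold changes in one fit of all 19 samples there were 21 genes, where 20.47 were expected (Fisher's exact test, p = 0.48). The 3 samples of 20d wild-type brains at 25 °C take part in both comparisons, so a chance low value in them raises a gene in one and lowers it in the other. The 35 genes had log2 fold changes between 0.51 and 6.16 in *E(z)* mutants and between -2.40 and -0.52 with age. The highest in *E(z)* mutants were *Lsp2* at 6.16, *Tsp42Er* at 3.50, *lectin-46Cb* at 3.31 and *Ubx* at 2.75. Among the sHSP genes, *Hsp23*, *Hsp26* and *Hsp27* were in the list. The paper's Supplementary Data 1 holds 20 such genes, and 18 of them were among the 35.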

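The files list *Hsp22*, which lies on 3L from 9372931 to 9374964, and give it 0 reads in all 19 samples. With 23437839 to 31833195 reads on genes per sample, its expression could not be measured from uniquely assigned reads. The paper gives the absence of unique reads as its reason for leaving the gene out.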

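With Bonferroni correction over the 10020 genes tested, *Hsp23*, *Hsp26*, *Hsp27* and *CG7409* were past both thresholds in *E(z)* mutants. Their Bonferroni-adjusted p-values from edgeR's quasi-likelihood test were 2.9e-05 for *Hsp23*, 0.0026 for *Hsp26*, 0.010 for *Hsp27* and 4.8e-04 for *CG7409*. *Hsp67Bc* had a Bonferroni-adjusted p of 0.0077 and a log2 fold change of 0.435, and that of *CG13133* was 1. At 29 °C alone, every *E(z)* sample was above every wild-type sample for each of the 4 genes (exact permutation test, p = 0.0079, the smallest p that 5 samples against 5 allow).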

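With Bonferroni correction over the 9530 genes tested between 3d and 20d wild-type brains, *Hsp23*, *Hsp67Ba* and *Hsp67Bc* had Bonferroni-adjusted p-values of 0.025, 0.0076 and 0.0013 from edgeR's quasi-likelihood test. That of *Hsp26* was 0.32 and that of *Hsp27* was 1, while their log2 fold changes were -2.40 and -2.02. Of the 5 genes the paper names, these 2 varied most among the 3 young samples, with 22.4 to 54.0 CPM for *Hsp26* and 6.1 to 15.6 for *Hsp27*. DESeq2's Wald test gave Bonferroni-adjusted p-values of 7.2e-05 for *Hsp26* and 0.017 for *Hsp27* from the same 6 samples, and of 4.8e-09 and 1.1e-11 in one fit of all 19 samples.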

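Against controls of the same age and temperature, *Hsp26* rose from 8.06 ± 1.22 to 19.7 ± 5.8 CPM (SD, n = 3) at 25 °C and from 15.6 ± 4.8 to 32.1 ± 4.2 (SD, n = 5) at 29 °C. The log2 fold changes were 1.30 (standard error 0.20, adjusted p = 0.0037 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 1.02 (standard error 0.17, adjusted p = 0.0010). *Hsp27* rose from 2.77 ± 0.47 to 5.18 ± 1.10 CPM (SD, n = 3) at 25 °C and from 3.9 ± 1.2 to 8.14 ± 0.81 (SD, n = 5) at 29 °C, with log2 fold changes of 0.917 (standard error 0.195, adjusted p = 0.018) and 1.03 (standard error 0.18, adjusted p = 0.0015). At both temperatures all *E(z)* samples were above all wild-type samples in both genes. The exact permutation p was 0.0079 at 29 °C and 0.1 at 25 °C, in each case the smallest the number of samples allows.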

### The *E(z)* mutant brain shows a youthful transcriptome

*MiR-34* mutant brains have a transcriptional profile consistent with advanced age beyond their chronological age^6^. To determine this, we had defined 173 probe sets as highly correlated with age in the brain using linear regression statistical methods^37^ and then the transcriptional profile of the *miR-34* mutant brain was assessed for the levels of these probes to determine whether the mutant displayed the same, a more advanced or a less advanced age. The genes corresponding to these probesets define a “measuring stick” of brain age, to which we could compare our current transcriptomic data. We thus used the genes corresponding to these probesets to determine whether the *E(z)* mutant brain also impacted the transcriptional profile in a way that indicated an altered age. Because *miR-34* mutants display a premature-aged gene expression profile, we considered that *E(z)* brain tissue may correspond to a younger age profile, if targets of PRC2 relevant to aging of the brain are impacted.

Hierarchical clustering of the positively age-correlated measuring stick genes across the samples identified two clusters of genes that were downregulated in *E(z)* mutant brains (Fig. 8a, genes downregulated in *E(z)* mutants indicated with blue/green/yellow coloring for log_2_-fold-change magnitude, as noted in the legend on right). 

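Of the first 102 genes of Supplementary Data 2, 100 had enough counts to be tested in 20d brains. In *E(z)* mutants, 72 of these had a log2 fold change below 0. Past the threshold were 24 downregulated and 3 upregulated genes. Of the 24, 13 had a log2 fold change below -1 and 6 below -2. The largest decreases were in *Mtk*, at -5.51 (standard error 0.57, adjusted p = 6.5e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and *DptB*, at -5.07 (standard error 0.61, adjusted p = 5.2e-06), which encode antimicrobial peptides. *CG4269* followed at -3.91 and the noncoding RNA *CR32368* at -2.67. The smallest decrease among the 24 was in *Gli*, at -0.51. With age, in the 25 °C wild-type samples, 18 of the 24 were upregulated past the threshold.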

The genes downregulated in *E(z)* mutant brains exhibited significant overlap with the set of positively age-correlated genes (blue genes Fig. 8a, b, *p* < 0.001, hypergeometric test). 

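Among the 10020 genes tested, 429 were downregulated in *E(z)* mutants, so that 4.28 of the 100 age-correlated genes tested were expected by chance. The number found was 24 (Fisher's exact test, p = 3.0e-12), and it was also 24 with the replicate block. Taken over samples and not over genes, the 100 genes had a mean log2 fold change of -0.389 in *E(z)* mutants. Their mean per sample differed between the genotypes (exact permutation test within temperature, p = 0.0020), and edgeR's rotation test of the set (fry) gave a p of 6.1e-04. With the replicate block the mean was -0.381 with a fry p of 0.0025, and without the temperature term it was -0.415 with a fry p of 0.056, the alternative that moved the test most. At 25 °C alone, with 97 genes tested, the mean was -0.152 (exact permutation test, p = 0.3), and at 29 °C, with 99 genes, it was -0.514 (exact permutation test, p = 0.0079). The difference between the temperatures had a fry p of 0.054. With age in wild-type brains, 88 of the 92 genes tested rose, and their mean log2 fold change was 0.788 (exact permutation test, p = 0.1, the smallest p possible). From the overlap, the paper concludes that the *E(z)* mutant brain has the profile of a brain of less advanced age.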

This finding indicates that the *E(z)* mutant brain has a transcriptional profile of a brain of less advanced age.

**Fig. 8:**
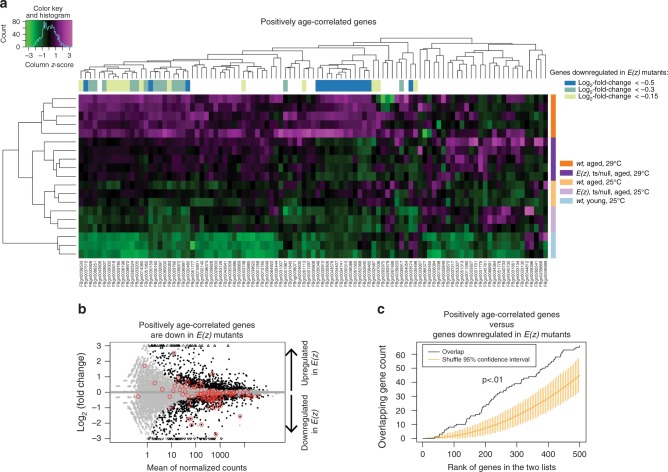
*E(z)* mutants have a chronologically younger aged transcriptome. **a** Heatmap of positively age-correlated genes. A set of genes previously shown to be positively correlated with age in the *Drosophila* brain^6^ were analyzed using hierarchical clustering to assess their pattern of expression in the *E(z)* mutant combination. Magenta indicates high and green indicates low expression. Colored bars on the side indicate genotype, age, and temperature. Colored bars on the top refer to genes downregulated in *E(z)* mutants, with color indicating the log_2_-fold-change threshold. Brains from young animals have the lowest expression of positively age-correlated genes, followed by brains from 20d *E(z)* mutants. Brains from 20d wild-type animals cultivated at 29 °C generally have the highest expression levels. For two clusters of genes (blue genes), expression is decreased in *E(z)* mutants relative to age-matched and temperature-matched wild-type controls. **b** Genes positively correlated with age are disproportionately downregulated in *E(z)* mutants. Gray data points are genes not differentially expressed. Black data points are differentially expressed genes (*p* < 0.05). Red circles are genes corresponding to probe sets previously defined as positively correlated with age^6^. The overlap between genes called downregulated in *E(z)* and the genes positively-correlated with age is statistically significant (*p-*value = 0.001, hypergeometric test). **c** Significant overlap between genes positively correlated with age and genes downregulated in *E(z)* mutants indicate a less advanced age transcriptome profile. Comparison of two ranked lists of genes: the list of genes ranked by degree of downregulation in *E(z)* mutants (Supplementary Data 1) and top 500 genes ranked by positive correlation with age Supplementary Data 2. *E(z)* regulated genes were ranked by the product of the -log(*p*-value) and the moderated log_2_ fold-change (low to high). All positively age-correlated genes were ranked according to decreasing significance of the correlation with age among all genes with a positive correlation, followed by genes with negative correlation which were ranked according to increasing significance (Supplementary Data 2). Yellow bars indicate 95% confidence intervals. By contrast, the correlation from the data (black line) is outside of the confidence intervals and thus is statistically significant (*p* < 0.01, calculated empirically using permutations, orderedList R-package)

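Expression of the positively age-correlated genes was summarised in each sample as the mean log2 CPM over the first 102 genes of Supplementary Data 2. Its mean was 2.07 ± 0.12 (SD, n = 3) in 3d wild-type, 2.66 ± 0.05 (SD, n = 3) in 20d *E(z)* at 25 °C, 2.78 ± 0.13 (SD, n = 3) in 20d wild-type at 25 °C, 2.98 ± 0.16 (SD, n = 5) in 20d *E(z)* at 29 °C and 3.45 ± 0.19 (SD, n = 5) in 20d wild-type at 29 °C. All 3 young samples lay below all 16 aged samples. Aged wild-type at 25 °C exceeded young wild-type by 0.703 (exact permutation test, p = 0.1, the smallest p that 3 samples against 3 allow). *E(z)* mutants differed from wild-type by -0.467 at 29 °C (exact permutation test, p = 0.0079, the smallest p possible), with every mutant sample below every wild-type sample. At 25 °C the difference was -0.120 (exact permutation test, p = 0.3), and the smallest p of 3 samples against 3 is 0.1. With the first 500 genes in place of 102, the difference at 25 °C was -8.5e-05.

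**Figure D4:**
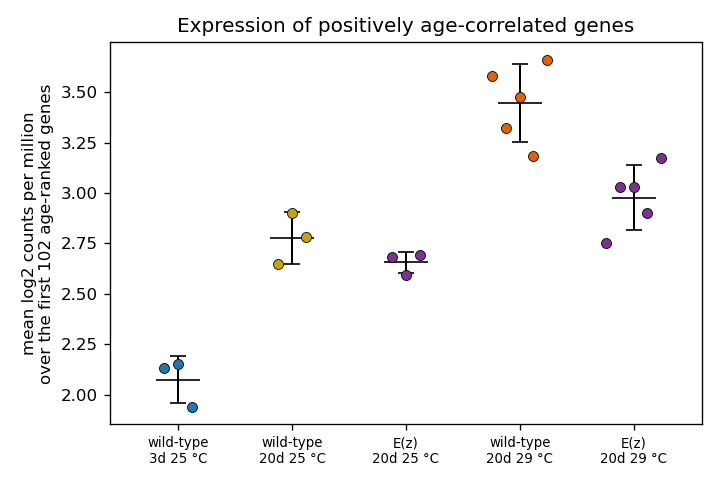
Mean log2 CPM over the first 102 age-ranked genes (y axis) in each brain sample by group (x axis), with the group mean and SD. The young samples lie between 1.938 and 2.151 and the wild-type samples at 29 °C between 3.183 and 3.662.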

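In 20d wild-type brains, this mean was 0.669 higher at 29 °C than at 25 °C (exact permutation test over the 56 splits of 5 samples and 3, p = 0.018, the smallest p possible), and all 5 samples at 29 °C lay above all 3 at 25 °C. The 29 °C wild-type samples were also above all 8 *E(z)* samples, the highest of which was at 3.176. As each sample was left out, the difference between the temperatures stayed between 0.603 and 0.737.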

We further addressed this question using the orderedList Bioconductor package^38^. This method avoids the use of arbitrary effect-size and significance cutoffs when probing for overlap in gene expression patterns. We compared the list of genes from the *E(z)* expression experiment, ranked by the product of the –log_10_ (*p* value) and the moderated log_2_ fold-change (low to high, such that genes downregulated in *E(z)* mutants are at the top), to the list prepared from the age-correlated genes that serve as a measuring stick for brain age (Supplementary Data 2), in which genes with most significant positive age correlations are ordered first, and genes with most significant negative age correlations are ordered last. These lists were then compared for statistically significant similarities. 

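Genes tested in the 20d brains were ranked by the product of -log10 p and log2 fold change, so that genes downregulated in *E(z)* mutants came first. The first 500 of them shared 58 genes with the first 500 genes of Supplementary Data 2, of which 460 were among the 10020 genes tested. In 10000 random orders of the genes, 22.95 were expected, and none reached 58 (permutation test, p = 1e-04, the smallest p that this number of orders can give). With the replicate block the overlap was 59, and across the fits that left out one sample it was 53 to 61. With 1000 ranks it was 158 against 84.4 expected, and without a low-count filter it was 40. A random order of genes does not carry the correlation between genes within a sample. When the genotype labels were exchanged within temperature, 43 of 100 such splits gave an overlap of at least 58 in either direction (43 of 200 directions). The overlap by itself is thus weak evidence of an effect of the genotype. Supplementary Data 2 as given here holds 1999 ranks, so the end of the list with negative correlations was not compared. From such an overlap, the paper reads the *E(z)* profile as compatible with a less advanced age, with these genes as the measure of brain age.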

This approach showed that the overlap of these two lists was significant only for the positively-correlated genes (Fig. 8c), again indicating that *E(z)* mutants have a gene expression profile consistent with a less advanced age when using these genes for a measuring stick of brain age. No trend was discerned for probe sets negatively-correlated with age (Supplementary Figure 5e, f), as with the *miR-34* gene expression profile^6^.

Collectively, these findings indicate that *E(z)* reduction-of-function mutants have several gene expression characteristics that are conducive to healthy brain aging: an overall transcriptome signature of age consistent with a more youthful brain, as well as elevated sHSP chaperone expression, and elevated *Hsp70* expression.

## Discussion

We present an age-associated gene expression pattern of the brain that can be both accelerated (in the *miR-34* mutant, resulting a gene expression profile consistent with advanced age^6^), as well as decelerated, resulting in an expression profile consistent with a more youthful age (in the *E(z)* mutant, Fig. 8b, c). These gene expression changes are a result of manipulations of a naturally occurring regulatory circuit in which *miR-34*, which increases in expression in the adult brain with age, acts to help reduce translation of the PRC2 components *Su(z)12* and *Pcl*. In the absence of *miR-34*, Su(z)12 and Pcl protein levels are more elevated in the brain (Figs. 2, 3), and the PRC2 associated chromatin mark H3K27me3 is higher (Fig. 4). Decreasing the activity of components of PRC2 results in resistance to neurodegeneration and stress, and lifespan extension (Fig. 5)^13,14^. Importantly, gene expression profiling of mutants in the catalytic component of PRC2, *E(z)*, reveals decreases in expression of genes positively correlated with age (Fig. 8b, c). These experiments reveal that *miR-34* mutants and reduction in PRC2 activity have inverse effects on age-associated gene expression patterns in the brain: *miR-34* mutants have a gene expression profile of advanced age, whereas *E(z)* mutants have a gene expression profile of a younger brain age. Taken together, these data indicate that mitigation of the activity of the PRC2 complex leads to healthier brain aging and protection from degenerative disease.

Our studies suggest that Pcl and Su(z)12 are targets of -34 activity in the brain of the fly with age. We show that miR-34 can modulate the levels of these transcripts in luciferase assays (Fig. 1), and that their protein levels are altered in the brain with age (Figs. 2, 3). MiR-34 appears to function to make normal age-associated changes in these components more robust with age, a role that has been associated with miRNAs^39^. In our studies, the interaction between miR-34 and Su(z)12 appears stronger than Pcl, given the protein changes with age. Interestingly, potential miR-34 seed sites are present in vertebrate homologs of these genes *PHF19* and *SUZ12* (Fig. 1), raising the possibility that regulation by miR-34 may also occur in mammals, including humans. Consistent with this regulation, H3K27me3 levels become increased in the *miR-34* mutant brain with age (Fig. 4). These data suggest that miR-34 helps to modulate the activity of the PRC2 complex in the brain with age. We note that future studies using more directed mutations, with the use of Crispr/Cas9 could be helpful to fine tune the requirement for miR-34 seed sequences in the *Pcl* and *Su(z)12* genes.  As PRC2 is a histone methyltransferase that silences gene expression^25,40^, we used mutants in the catalytic component of the PRC2 complex *E(z)* as a more potent approach than reduction of *Pcl* and *Su(z)12*, to define potential genes modulated by PRC2 with age. The *E(z)* allelic combination was reduction of function, and not null, and revealed a transcriptomic profile of a brain of younger age (Fig. 8).

Among genes affected by the *E(z)* mutant were chaperones. Upregulated chaperone gene expression could explain many of the healthy age-associated effects of PRC2 reduction such as extension in lifespan, stress resilience, and the younger brain transcriptome profile. Small HSP proteins have been shown to suppress polyglutamine aggregation and extend lifespan^17,18,36^, which are two phenotypes associated with reduction of PRC2 components (Figs. 5, 6)^13,14^. Several sHSP proteins are also upregulated in the long-lived *daf-2* mutant in *C. elegans*^22^, also underscoring an association with healthspan. Chaperones of the Hsp70 class are also known to suppress neurodegeneration^16,23,35^, are upregulated in the brains of *E(z)* mutant animals and may contribute to the protective effects of PRC2 inhibition. In humans, mutations in various sHSPs are associated with age-associated neuropathies, making these proteins of interest for their role in the brain with age^41,42^.

We emphasize the importance of reduction of PRC2 function (seen in the allele combination employed here, and effected by *miR-34* modulation), versus elimination of PRC2 function in the brain. Mice with severe mutation for PRC2 activity in the striatum suffer from neurodegeneration^43^. In those experiments, PRC2 was conditionally inactivated using null mutations in both mouse homologs of *E(z)* (*EZH1* and *EZH2*). Although it was proposed from that finding that PRC2 activity could normally be protective against neurodegeneration^43^, null mutations in PRC2 component genes including mammalian *EZH2* and *SUZ12* are embryonically lethal^25,40,44–48^. Thus, critical cellular and/or developmental functions are provided by this complex. We suggest that null mutations will result in stronger and perhaps more gene expression changes that eliminate critical functions, compared to the situation of reduction—but not elimination—of PRC2 activity achieved in our studies and by *miR-34*. Consistent with this latter interpretation, in a disease model for ataxia telangiectasia, shRNA knock-down of *EZH2* was protective against neurodegeneration^15^. We propose a model whereby partial reduction of PRC2 activity results in healthier brain aging (Fig. 9), whereas null mutation confers pleiotropic negative effects leading to extreme consequences.

**Fig. 9:**
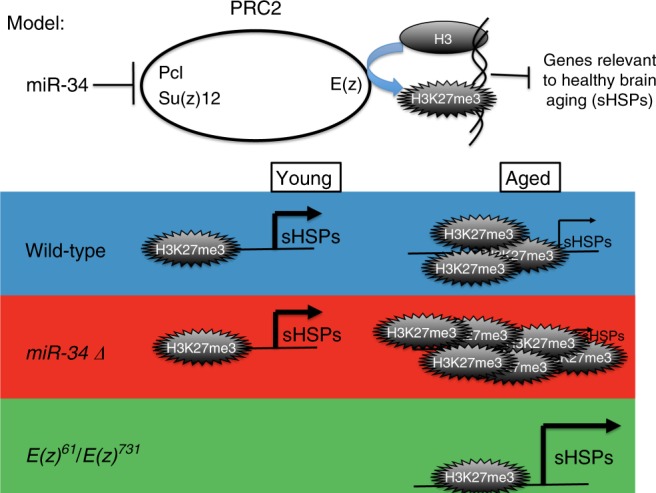
Model for opposing activities of *miR-34* and the PRC2 complex in aging. Our data suggest that *miR-34* represses translation of *Pcl* and *Su(z)12* transcripts, resulting in a reduction of PRC2 activity and less H3K27me3. In the *miR-34* mutant and normally with age, H3K27me3 accumulates globally and at particular genes, resulting in decreased transcription. Some of these genes (the small heat shock proteins (sHSPs) are highlighted here) appear critical for healthy brain aging. Mutation of *E(z)* reduces the activity of PRC2, resulting in less suppression of sHSPs and a younger brain transcriptome profile. These data indicate that reduction of the activity of PRC2 with age will be associated with healthier brain aging and protection from deleterious consequences to the brain with age, including neurodegenerative disease

Our studies associate the *miR-34/*PRC2 axis as important for regulating gene expression patterns associated with brain aging. Our data suggest that this axis can be genetically manipulated to mimic both a more advanced age, as well as a more youthful age profile. We can imagine several ways by which decreased PRC2 activity promotes healthy brain aging. In one model, PRC2 could act as a master regulator to silence numerous genes that promote healthy brain aging. Although we have highlighted a set of genes that may be of special importance, many genes or even genome wide effects may contribute to the outcome. Alternatively, PRC2 could suppress the expression of a select, but critical, set of genes with great importance to long term health of the brain, such as chaperones and/or oxidoreductases. By this scenario, the corresponding healthy brain transcriptome pattern is a downstream effect of elevated activity of a small set of genes. Identification of the specific genes that are targeted by H3K27me3, followed by functional implication of these genes, may discriminate between these models.

Intriguingly, our studies raise the possibility that genes of the stress response, reflected here by molecular chaperones, may be a target of epigenetic silencing in the brain with age. The outcome would be compromised resilience to stress, resulting in neurodegeneration. Our discovery of the PRC2 complex as a key modulator of a healthy brain transcriptome in *Drosophila* may extend to the vertebrate brain, as *miR-34* seed sequences are present in the 3′UTRs of vertebrate homolog of *Pcl*, *PHF19*. Small molecules that target epigenetic modulation of the genome are in development as cancer therapeutics^49,50^. These findings thus raise the possibility that mitigating PRC2 activity, through gene or small molecule approaches, may lead to healthier brain aging and protection from associated deleterious consequences, such as cognitive decline and neurodegenerative disease.

## Methods

### Fly strains

*Drosophila* were maintained at 25 °C, unless otherwise indicated, and raised on standard molasses fly meal. For GeneSwitch experiments, 50 ul ethanol (vehicle control) or 50 uL 4 mg/ml RU486 dissolved in ethanol was added to food vials and allowed to dry with gentle rocking for 24 h. *E(z)* alleles were backcrossed at least five times to the homogeneous *w*^*1118*^ stock (Bloomington line 5905) wild-type control, selecting for heterozygous animals using restriction fragment length polymorphisms (RFLP), (Supplementary Table 4). Male flies were used for all experiments. Complete genotypes and cross details of flies used are provided (Supplementary Table 7).

### Brain dissections

In many experiments, brains were carefully dissected from the head capsule for use due to enrichment of *miR-34*. Flies were mildly anesthetized using CO_2_ and decapitated using a razor blade. The head was placed posterior side down and the proboscis was then removed using Dumont #5SF forceps (Fine Science Tools, Foster City, CA). The head was then simultaneously squeezed from both lateral sides and the posterior resulting in slight protrusion of the brain through the proboscis cavity. Forceps were then used to drag it out of the head capsule and place it in ice-cold PBS in a glass dissection well. Further dissection of remaining eye and trachea tissue was under cold PBS. Brains were then transferred to a microfuge tube using a Pasteur pipet, PBS was aspirated, and brains were ground in Laemmli Buffer (1–2 μL per brain, at least 20 brains for each sample) for Western immunoblotting, or Trizol for RNA-seq analysis (see below).

### Luciferase assays

All primers for constructs used in these experiments are listed in Supplementary Table 5. *Su(z)12* luciferase reporters were constructed using PCR primers to amplify 953 nucleotides of the 3′UTR from *Su(z)12*. The resulting fragment was cloned into the *Bam*HI/*Sal*I sites in pMT-Renilla. The *Pcl* 3′UTR was prepared using overlap extension of synthesized oligos utilizing Klenow fragment to produce a 211 bp 3′UTR which was cloned into the *Bam*HI/*Sal*I sites in pMT-Renilla. Mutations were induced to disrupt the seed sequence using the Quikchange mutagenesis system (Stratagene, La Jolla, CA).

For the luciferase reporter assay, cells were plated at 1 × 10^6^ cells/mL, in a total of 2 ml for each transfection in a six-well plate. Cell lines from the *DGRC*. Transfection of pMT-Renilla luciferase reporter containing the 3′UTR of interest, a transfection efficiency marker (pMT-Firefly), and a plasmid upregulating *miR-34* (pMT-*miR-34*) or a control (pMT-GFP), was performed the next day using Effectine (Qiagen, Germantown, MD). For SL2 cells, amounts of plasmids transfected per well were 100 ng, 40 ng, and 2 μg, respectively. For DL1 cells, amounts used were 1067 ng pMT-Renilla reporter, 4 ng pMT-Firefly, and 1067 ng pMT-*miR-34* or pMT-*miR-277* control. 1 day after transfection of SL2 cells, the cells were pelleted, resuspended in 5.5 mL complete media and distributed to a 96-well plate, 150 μL in each well. 1 day after re-plating, CuSO_4_ was added to a final concentration of 1 mM. 1 day later, Firefly and Renilla luciferase levels were measured using Dual-Glo Luciferase Assay System (Promega, Madison, WI) with an Analyst HT luminometer.

For the dsRNA experiments in DL1 cells, 1 day after transfection cells were instead treated with dsRNA to the *AGO1* gene, or an *E. coli beta-galactosidase* control (previously described^51^). For dsRNA treatment, cells were harvested, pelleted, and resuspended in 5.5 mL serum-free media. DsRNA (0.75 ng) was placed in each well of a 96-well plate, and 50 μL of cells were added. After 45 min, 100 μL of complete media was added to each well. 3 days later, CuSO_4_ was added to 1 mM, and the next day luciferase levels were measured as above.

### Western immunoblotting

Conditions were optimized for each antigen/antibody pair. Antibodies and conditions are listed in Supplementary Table 6. HRP signal was developed using ECL (Amersham, Piscataway, NJ) and imaged on an Amersham Imager 600. Histones derived from heads were purified using Histone Purification Mini Kit (Active Motif, Carlsbad, CA). Quantification of bands was performed with ImageJ^52^. Uncropped Western images with size markers are presented in Supplementary Fig. 6.

### Su(z)12-HA-tag construction

One copy of the HA tag sequence, YPYDVPDYA, was fused in frame to the coding region of *Su(z)12* just prior to the endogenous stop codon, followed by a *Bam*HI cloning site. Fragments of the *Su(z)12* 3′UTR derived from the luciferase reporters were cloned into pCaSpeR4, one with a wild-type 3′UTR, and one with the mutated seed 3′UTR. The promoter and coding sequence were amplified using primers listed in Supplementary Table 5, the fragment was then cloned into the pCaSpeR4 vectors already containing the wild-type 3′UTR from *Su(z)12*, and the mutated 3′UTR from *Su(z)12* to produce Su(z)12-Cterm-HA (pJRK228) and Su(z)12-Cterm-HA-NsiI (pJRK235).

### Pseudopupil assay

Flies were mildly anesthetized using CO_2_ and decapitated using a razor blade. Heads were mounted onto a microscope slide to allow illumination from the posterior along the axis of the ommatidia, resulting in visualization of photoreceptors. Heads were positioned using a thin line petroleum jelly, positioning the head in the jelly such that the light path travels through a minimum of head tissue, and does not travel through petroleum jelly. The head was then covered in immersion oil suitable for an oil immersion objective (100×). The photoreceptors are then visible with bright field imaging, with the condenser adjusted for high intensity, highly focused light centered beneath the ommatidia in the field of view. Experiments were done with blinding to genotype.

### Immunocytochemistry

Flies were mildly anesthetized using CO_2_ and decapitated using a razor blade. The head was placed posterior side down and the proboscis and air sac were removed using forceps. The head was then placed on Tissue Freezing Medium (TFM) (Electron Microscopy Sciences, Hatfield, PA), and the proboscis cavity was filled with TFM. The head was then submerged and any bubbles were removed. The head was oriented inside an Embedding Mold (Polysciences, Warrington, PA) to allow for coronal sections, and frozen in a dry ice/ethanol bath. Fly heads were then cut to 12μ sections on a CM3050S cryostat (Leica, Buffalo Grove, IL). Sections were placed on Colorfrost Plus Microscope Slides (Fisher Scientific, Pittsburgh, PA), and kept at −80 °C until all replicates were finished.

Frozen sections were then warmed to 37 °C for 30 min. Sections were outlined with a PAP pen (Daido Sangyo Co., Tokyo, Japan). Sections were fixed in 0.5% paraformaldehyde in phosphate buffered saline (PBS) for 30 min at room temperature (RT), then washed 3 times for 5 min each in PBS. Sections were blocked in PBSG (1% goat serum, 0.2% Bovine Serum Albumin, and 0.01% saponin in PBS) for 1 h at RT, followed by incubation with primary antibody (rat anti-HA 3F10, Roche 11867423001, at 1:20 dilution in PBSG) overnight in a humidified chamber at 4 °C. Primary antibody stained sections were then washed 3 times for 5 min each in PBSG, followed by secondary antibody (Affinipure goat anti-Rat conjugated FITC, 1:20 dilution in PBSG, Jackson ImmunoResearch) incubation for 1 h at RT. Sections were then rinsed 3 times for 5 min each in PBS, followed by staining with Hoechst 33342 stain (Molecular Probes) for 10 min, followed by 3 more PBS washes for 5 min each. Sections were then covered in vectashield mounting medium (Vector Laboratories, Burlinggame, CA), and a coverslip was applied.

### Statistics

Statistical tests were done in R or with Prism (GraphPad Software, La Jolla, CA). One-way or two-way ANOVA was performed followed by Tukey′s post hoc test for multiple comparisons. For each ANOVA, the Shapiro-Wilk test^53^ was performed to test for non-normality in the data, and the Levene test^54^ was performed to test for heterogeneity of the variance. No statistical methods were used to choose sample size. No biological sample replicates were excluded. Each biological replicate indicates animals derived from distinct genetic crosses. No randomization methods were used.

### RNA sequencing

Once at least 20 brains were collected as described above, brains were transferred to an Eppendorf tube and homogenized in 50 μL Trizol (Thermo Fisher Scientific, Waltham, MA) using a pellet pestle. An additional 200 μL of Trizol was then added and the tissue frozen at −80 °C. RNA was prepared using the manufacturer recommended procedure for Trizol reagent. Any residual DNA was removed using DNA-free DNAse digestion (Ambion, Grand Island, NY). Total RNA was then cleaned up using RNAeasy columns (Qiagen, Germantown, MD). The quality of the resulting mRNA was validated using a Bioanalyzer and quantified with Qubit. 95–200 ng of total RNA was used for TruSeq stranded mRNA library preparation according to the manufacturer’s protocol (Illumina, San Diego, CA). Libraries were quantified using both Qubit and Kapa Quantification systems (Kapa Biosystems, Wilmington, MA) and pooled accordingly. Libraries were run on two NextSeq500 flow cells (Illumina, San Diego, CA) at 75 nucleotide sequence read length.

### RNA-seq data analysis

Reads were mapped to the *Drosophila* Genome r6.15 with STAR using the default parameters^55^. Reads were assigned to exons in the FlyBase version6.15 GTF file using the htseq-count Python package^56^. Reads per gene were then analyzed using the DESeq2 R package from Bioconductor^57^. Gene expression changes observed in *E(z)* mutants were not restricted to animals cultivated at the restrictive temperature of 29 °C: only three genes showed a temperature-dependent gene expression change consistent with the reported temperature-sensitive nature of the allele, as indicated by testing for a significant interaction of temperature and genotype. 

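The interaction of genotype and temperature was tested in the 16 samples of 20d brains, without a fold-change threshold. Of the 10020 genes tested, 3 had an adjusted p below 0.05. *Ilp3* had 24.8 ± 0.6 CPM (SD, n = 3) in wild-type and 45.1 ± 6.9 (SD, n = 3) in *E(z)* mutants at 25 °C, and 60.7 ± 4.2 and 53.5 ± 3.0 (SD, n = 5) at 29 °C, an interaction of -1.06 on the log2 scale (standard error 0.12, adjusted p = 4.8e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *CG17264* had 19.4 ± 5.9 and 3.84 ± 0.22 CPM (SD, n = 3) at 25 °C and 39.8 ± 3.8 and 2.57 ± 0.59 (SD, n = 5) at 29 °C, an interaction of -1.62 (standard error 0.25, adjusted p = 0.024). *CG10383* had 34.4 ± 0.7 and 32.2 ± 1.2 CPM (SD, n = 3) at 25 °C and 54.3 ± 3.8 and 34.5 ± 2.4 (SD, n = 5) at 29 °C, an interaction of -0.57 (standard error 0.09, adjusted p = 0.024). The number of genes was 9 with the replicate block, 14 with DESeq2's Wald test, and 1 to 5 as each sample was left out. The paper counts genes whose change matches a temperature-sensitive allele and does not name them in its text. *Ilp3* changed more at 25 °C (log2 fold change 0.865) than at 29 °C (-0.198), unlike such a change. The 3 genes here are thus not shown to be the paper's, and DESeq2, the paper's tool, gave 14. From the small number of genes, the paper reasons that the changes in *E(z)* mutants were not restricted to the restrictive temperature.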

As such, genes upregulated and downregulated in 20d *E(z)* mutant brains relative to 20d wild-type were selected using a two-way statistical model including both temperature and genotype as independent categorical variables. When determining log_2_ fold change and *p* values of wild-type vs. *E(z)* mutant, the comparison was made using both 25 °C and 29 °C samples; blocking on temperature was used to determine gene expression changes that were a consequence of *E(z)* mutation. Statistical significance was determined using the Wald test provided as part of the DESeq2 package.

Genes upregulated and downregulated with age were selected by comparing 20d wild-type animals cultivated at 25 °C to 3d wild-type animals, also cultivated at 25 °C. Expression differences were determined using age as the independent categorical variable modeled with DESeq2 using the Wald test for statistical significance.

Differentially expressed genes were selected using the maximum *a posteriori* (MAP) absolute log_2_ fold change of at least 0.5 as calculated by the DESeq2 package and a Benjamini-Hochberg adjusted *p* value of < 0.05. The lists of differentially expressed genes were used for DAVID GO analysis^33^, comparing to the background list of all genes whose expression level in brain was above the threshold for significance testing, as determined by the DESeq2 package. Age-correlated probesets^6^ were translated to Ensembl genes using the biomaRt R package^58^. Only probesets that overlapped genes expressed in brain by the RNA-seq data were used in the analysis. This, along with redundancy in some of the probesets, resulted in condensing the 108 positively age-correlated probesets to 102 ENSEMBL genes (Supplementary Data 2). 

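Which genes of Supplementary Data 2 make up the 102 is not marked in the table as given here, so the first 102 of its 1999 ranks were taken. All 102 are in the count files. Of these, 100 had enough counts to be tested among the 16 samples of 20d brains and 92 among the 6 samples of 3d and 20d wild-type brains at 25 °C. With the first 50 genes in place of 102, 15 were downregulated in *E(z)* mutants, and with the first 500, 51 were.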

RNA-seq data and count matrices are accessible under Gene Expression Omnibus (GSE110135).

### Code availability

The R code used for all analyses is available upon request.

## Electronic supplementary material

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

## Data Availability

The datasets generated during the current study are available under accession GSE110135 in NCBI GEO (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc = GSE110135) and upon request.

How the deposited data were processed for this re-analysis (not part of the article)

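RNA-seq of brains was available for 19 samples: 3d wild-type at 25 °C (3 replicates), 20d wild-type at 25 °C (3) and 29 °C (5), and 20d *E(z)* transheterozygous mutants at 25 °C (3) and 29 °C (5). Groups, ages, temperatures and replicate numbers were taken from the sample labels. The authors sequenced each library in 2 runs, mapped the reads with STAR to release 6.15 of the fly genome, assigned them to exons with htseq-count, and deposited the count of reads per gene for each run, without normalization. There were 38 files. Counts of the 2 runs were summed per sample. The run-to-run difference within a sample was close to sampling noise, with a chi-square per degree of freedom of 1.12 to 1.20. Between replicates of a group it was at least 4.50, so no 2 samples of the same group were copies of one library. Samples of different groups were not compared in this way.

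Between 23437839 and 31833195 reads per sample were counted on genes. The files also give the reads that aligned to more than one place, which made up 5.17 to 15.69% of the alignments in the files. Gene symbols and positions came from the reference annotation for 17316 genes. Another 16 were named from Supplementary Data 1, and 138 are known by identifier only. Lengths and GC content were not used in any test.

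Tests across genes used edgeR 4.0.16 and limma 3.58.1 in R 4.3.3. Only the groups compared entered a fit. Genes with low counts were removed with filterByExpr by group, counts were normalized by TMM, and the quasi-likelihood F test was used with Benjamini-Hochberg adjustment. Standard errors are the absolute log2 fold change divided by the square root of F. A gene was called changed at an adjusted p below 0.05 and an absolute log2 fold change above 0.5. The *E(z)* comparison used the 16 samples of 20d brains with temperature as a term, and each temperature was also fitted alone. Age was tested between 20d and 3d wild-type brains at 25 °C. The interaction of genotype and temperature had no fold-change threshold. Aged *E(z)* brains were compared with young brains as contrasts in a fit of all 5 groups. Gene sets were tested over samples with edgeR's rotation test, fry, and given as the mean log2 fold change of their genes. Exact permutation tests of the mean log2 CPM of each set per sample were added after the data had been seen. For the set tests across both temperatures, labels were exchanged within temperature. The overlaps of gene lists were tested with Fisher's exact test against the genes tested. Values per sample were log2 CPM with a prior count of 2, compared between groups by exact permutation tests. An exact test of 3 samples against 3 can reach p = 0.1 and no lower. CPM values (counts divided by the scaled total of the sample) are TMM-normalized over all 19 samples.

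Some genes named in the text are outside the rule given here. Among them are single Cytochrome P450, ATP synthase, age-correlated and marker genes, and the other *Hsp70* copies. Several of these were picked by their values. The remaining genes named were set by a rule fixed before the processed files arrived. They are the genes the paper names in its RNA-seq results, *E(z)*, *Pcl* and *Su(z)12*, the genes past the interaction threshold up to 5, the 3 genes with the largest change in each direction of the *E(z)* and age comparisons for which the groups do not overlap, and the genes shared by the 2 comparisons.

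The following alternatives were computed: DESeq2's size factors in place of TMM, DESeq2 1.42.0 with its Wald test and either unshrunken or MAP log2 fold changes, MAP log2 fold changes in one fit of all 19 samples, no low-count filter, at least 10 counts in every sample, all 19 samples in one edgeR fit, each sequencing run alone, the replicate number as a block, no temperature term, and leaving out each sample in turn. DESeq2's MAP option does not allow an interaction term, so the interaction has no value there. Under DESeq2, gene sets were tested with cameraPR on the Wald statistics, since fry needs the edgeR fit. For the age-correlated genes, other lengths of the list were also tried, and for the overlap of ranked lists other numbers of ranks. One alternative, the overlap among only the genes ranked in Supplementary Data 2, was added after the data had been seen.

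The scripts were tested on simulated data, with counts drawn for the real genes at the real library sizes and 200 genes changed by 1.5 on the log2 scale. In the *E(z)* fit, 100% of the changed genes were recovered, and 7.0% of the genes detected were unchanged ones. In the age, interaction and temperature fits, 99%, 98.5% and 99.5% were recovered. Only changes of 1.5 were simulated, which is well above the fold-change threshold. Recovery of smaller changes was therefore not tested, and recovery of genes with few counts was not examined separately.

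GO, KEGG and InterPro terms, the negatively age-correlated end of Supplementary Data 2, and the coverage along *Hsp26* and *Hsp27* were not analysed here, because the annotation, the rest of the table and the aligned reads are not in the files analysed here.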

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

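The tests and alternatives in these notes were set before the processed files arrived, except where a prediction or an alternative is said to have been made afterwards.

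Outlying samples were sought in the 2 groups of 5 samples, over 64 groups of values in all (reads on genes, reads aligned to more than one place, the mean of the age-correlated genes, and each named gene). In 4 of the 64 one sample stood apart from the other 4, where about 3.2 are expected by chance. In wild-type at 29 °C, replicate II had 15.69% of its reads aligned to more than one place, against 6.03 to 7.95% in the other 4. Without that sample, 809 genes changed in *E(z)* mutants against 845 with it, a prediction made after the percentage had been seen, so this sample does not carry the result. The other 3 were genes with few counts. *CG4461* in wild-type at 29 °C replicate IV was at -3.739 log2 CPM, which is no count at all, with the next sample at -1.657. *CG32437* in wild-type at 29 °C replicate II was at -3.191, a single count, where the other 4 samples had none. The noncoding RNA *CR43857* in *E(z)* at 29 °C replicate IV was at -0.506, with the others between 0.107 and 0.352. No biological explanation was tested for these, and their number is about what chance gives.

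The effect of *E(z)* differed between 25 °C and 29 °C for 3 genes by the interaction term: *Ilp3* (-1.056 on the log2 scale, adjusted p = 4.75e-04), *CG17264* (-1.624, adjusted p = 0.0245) and *CG10383* (-0.570, adjusted p = 0.0245). Among 100 splits of the genotype labels within temperature, 4 gave 3 or more such genes, the real split included, and the highest of the other splits gave 663. A split that exchanges the genotypes at one temperature only turns the effect of the genotype into an interaction, so high numbers among the splits are built into this design. In a test predicted after the genes were known, 2 of the 3 genes rose above an adjusted p of 0.05 when single samples were left out (up to 0.1489 for *CG17264* and *CG10383*), and *Ilp3* did not (at most 0.0045). This happened in 7 of 16 fits for *CG17264* and in 11 of 16 for *CG10383*, while their interactions stayed between -1.8802 and -1.4417 and between -0.6235 and -0.5370. The 2 genes are thus close to the threshold, and no single sample carries their interaction. *Ilp3* was higher in *E(z)* in 3 of 3 samples at 25 °C and below all wild-type samples in 4 of 5 at 29 °C. In all 3 genes, wild-type expression was higher at 29 °C than at 25 °C in every sample.

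Genes for antimicrobial peptides and peptidoglycan recognition proteins, which the paper does not discuss, were lower in *E(z)* mutants. This was noticed in the data, and the list of genes, 47 of which are in the files, was written afterwards. The 36 of them that could be tested had a mean log2 fold change of -2.384 in *E(z)* mutants (exact permutation test of the mean per sample, p = 7.94e-04), and 23 of them were past the threshold for downregulation and 0 for upregulation. The effect differed between the temperatures by an interaction of -1.788 on the log2 scale, with a fry p of 0.0238. At 29 °C, with 33 genes tested, the mean was -2.747 (exact permutation test, p = 0.0079), and at 25 °C, with 22 genes, it was -0.320 (exact permutation test, p = 0.6). In wild-type brains these genes were higher at 29 °C than at 25 °C, with a mean log2 fold change of 2.569 (exact permutation test, p = 0.0179), and in *E(z)* mutants their mean log2 CPM was -0.897 at 25 °C and -0.500 at 29 °C. Technical explanations were weighed with predictions made after the pattern was seen. Total counts did not differ between the genotypes (exact permutation test, p = 0.6091). Fat body, a tissue that makes these peptides, left on wild-type brains would lower the fat body markers in *E(z)* as well. Their mean log2 fold change was 1.4923, in the other direction, but most of it was *Lsp2* at 6.161. The other 4 had a mean of 0.325, with *fon* at -0.204. They were thus not lower as a set, but an effect of the genotype on these genes could hide less tissue, so fat body is not excluded. Infection confined to 1 wild-type sample of each temperature would leave no difference once the highest sample is taken out. The mean was then still -2.2168, with a fry p of 0.0041. All wild-type samples at 29 °C were high, with a mean log2 CPM of 0.941 to 2.585, against at most -0.162 in *E(z)* at 29 °C. This test therefore does not exclude infected animals in several samples. An infection of several or all wild-type cultures at 29 °C, or a difference in how the 2 genotypes were housed, cannot be tested from the files and remains. One hypothesis is that *E(z)* function is needed for the rise of these genes at 29 °C. At -2.2168, the remaining difference is consistent with it but equally with a difference in exposure to microbes.

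For temperature in wild-type, the legend of Fig. 8a states that age-correlated genes were generally highest at 29 °C, and the text gives no number of changed genes. Temperature alone changed 373 genes in 20d wild-type brains (337 up and 36 down at 29 °C). Of the 56 splits of these 8 samples, 1 gave as many genes, the real one, and the highest other split gave 3. Predictions for technical explanations were made afterwards. Total counts did not differ detectably between the temperatures (exact permutation test, p = 0.2321). Nor were markers of retina (fry p of 0.1265) or of fat body (fry p of 0.4521) past the test as sets. All 12 retina markers were higher at 29 °C, however, by 0.102 to 1.317. Of these, only *Rh6* (adjusted p = 0.0249) and *inaC* (adjusted p = 0.0414) passed edgeR's quasi-likelihood test by themselves. Of the fat body markers, *fon* was higher (1.417, adjusted p = 0.0259) and the others were below 0. Retina may thus differ between the temperatures. The number of genes varied from 76 to 407 as each sample was left out, so it is known only roughly. Whether the animals at the 2 temperatures were reared together is not in the files, so a batch that coincides with the temperature cannot be excluded. With batch and retina left open, a biological hypothesis is that brains at 29 °C have aged further in 20d than those at 25 °C. The mean of the age-correlated genes was 0.6687 higher at 29 °C. Other values run against this hypothesis. The sHSP genes as a set were higher at 29 °C (mean log2 fold change 0.4326, with a fry p of 0.0069) but lower with age (-0.8861, with a fry p of 0.0019), and *Ilp3* was also higher at 29 °C (1.298, adjusted p = 1.11e-05) and lower with age (-1.380, adjusted p = 2.43e-06). Further ageing alone would not give these, so the hypothesis may hold for part of the change at most. The exact permutation test on total counts (p = 0.2321) speaks only to library size.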

How the results depend on the processing

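Over all results, 1550 values were recomputed. Of 30 headline results, 17 kept their direction and stayed on the same side of their test, or for a count within 1.5 times the main count, under every alternative, among them the sHSP family and the number of sHSP genes past the threshold in both comparisons, the number of genes upregulated in *E(z)* and of genes changed with age, and the age-score differences. Staying on the same side also covers results that never passed their test. The *E(z)* age-score difference at 25 °C had an exact permutation p of 0.3 in the main setting. That between 20d and 3d had 0.1, the smallest p possible. The size of the age-score differences was not kept. With the first 500 genes, the *E(z)* difference was -8.51e-05 at 25 °C against -0.1201 and -0.2116 at 29 °C against -0.4673. The changes among the others follow.

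DESeq2's MAP log2 fold changes shrink genes with few counts toward 0. In one fit of all 19 samples they gave 281 genes down in *E(z)* against 429, and 21 genes up in *E(z)* and down with age, where 20.4713 were expected (Fisher's exact test, p = 0.4847), against 35 in the main fits, so the excess over chance was no longer past the test. From the groups compared alone they gave 21 of these shared genes (Fisher's exact test, p = 0.0051), 327 genes changed in *E(z)* at 25 °C against 529, and 8 Cytochrome P450 genes up against 14. DESeq2's Wald test without shrinkage gave 14 interaction genes against 3.

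The filter of at least 10 counts in every sample removes genes that are off in one genotype. It left 278 genes down in *E(z)*, 99.6558% of genes with the same direction at both temperatures against 99.1946%, and 8.7379% of genes changed within 2 Mb of *E(z)* (Fisher's exact test, p = 0.1252) against 12.0235%. Run b only gave 9.5679% near *E(z)* (Fisher's exact test, p = 0.2009), where run a only gave 10.6250% (p = 0.0203), and 99.6805% with the same direction. A window of 1 Mb, with fewer genes, gave 10.9489% (Fisher's exact test, p = 0.2792).

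The replicate block gave 9 interaction genes and 614 genes changed by temperature in 20d wild-type against 373. All 19 samples in one fit gave 600. Without the temperature term, the age-correlated set in *E(z)* had a mean of -0.4150 and a fry p of 0.0560.

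The length of the list sets the number of age-correlated genes down in *E(z)*: 15 of the first 50 and 51 of the first 500, against 24 of 102. Likewise the overlap of ranked lists was 8 with 100 ranks, 27 with 250, 158 with 1000, and 211 among only the genes ranked in Supplementary Data 2, an alternative chosen after seeing the data (166.6667 expected), against 58 with 500. All of these stayed past their tests.

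As each sample was left out, interaction genes ran from 1 to 5, genes changed by temperature from 76 to 407, and the share changed within 2 Mb of *E(z)* from 11.1765 to 12.6100%, with p up to 0.0566. *Hsp26* in aged *E(z)* at 29 °C against young brains ran from -0.7429 to -0.2291 and *Hsp27* from -0.7980 to -0.1955, each with an adjusted p below 0.05 only when young replicate III was left out (0.0066 and 0.0039).

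Of single genes, 4 reversed direction under some setting. *l(2)efl* in *E(z)* was 0.1071 with run a only and ran from -0.0730 to 0.0515 as samples were left out. With age, *CG13133* was 0.4100 with DESeq2's MAP log2 fold changes in one fit of all 19 samples and 0.0076 without a low-count filter, and ran from -0.4408 to 0.2036 as samples were left out. *CG7409* with age, at -0.646 in the main fit, ran from -1.0619 to 0.3721, and the reversal came without young replicate II, which had 9.779 CPM against 2.922 and 1.801 in the other young samples. *CG14207* with age ran from -0.0593 to 0.0044. For single named genes, 25 other values became weaker among 399 under the alternatives, mostly *Pcl*, *Su(z)12* and *l(2)efl* with age, and 32 became weaker and 1 stronger among the 473 with one sample left out, mostly the interactions of *CG17264* and *CG10383*.

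Depth limits genes such as *Hsp70Ba* and *CG4461*, with at most 17 and 28 counts in a sample, whose log2 fold changes are known only roughly. No MAP value exists for the interaction, as DESeq2 does not allow that combination, and the fit of all 19 samples with MAP values was made only for the *E(z)* and age comparisons. *Hsp70Ba* and *CG4461* had too few counts for some settings, which then give no value.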

Differences from the paper's values

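Values computed here are from edgeR's main fits unless a setting is named, and the alternatives were all set before the files arrived.

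Genes upregulated in *E(z)* and downregulated with age numbered 35, against the paper's 20. Under 6 of 12 alternatives the number was within 1.5 times the paper's: 21 with DESeq2's MAP log2 fold changes, both from the groups compared and from all 19 samples in one fit, 24 with run a only, 27 with run b only, and 30 with at least 10 counts in every sample or without the temperature term. Of the 19 fits that left out one sample, 1 was also within it, with 29 genes. The other alternatives did not come within it.

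Log2 fold changes in Supplementary Data 1 (the paper's values are MAP estimates, by its methods) were smaller in size for genes with few counts or a large spread. In *E(z)*, the values were 1.123 for *Hsp26* against the paper's 0.691, 0.990 for *Hsp27* against the paper's 0.686, 1.164 for *CG7409* against the paper's 0.717, 0.969 for *CG13133* against the paper's 0.583 and 4.131 for *Hsp70Ba* against the paper's 1.132. For the genes with the largest changes they were 10.665 for *CG34031* (the paper's 4.239), 9.499 for *CG32437* (the paper's 4.190), 8.294 for *CG11893* (the paper's 2.297), -10.013 for *sordd2* (the paper's -6.345), -8.570 for *CR45835* (the paper's -5.857) and -8.397 for *CR45822* (the paper's -5.310). With age, they were -2.402 for *Hsp26* against the paper's -1.505, -2.020 for *Hsp27* against the paper's -1.526, 5.359 for the noncoding RNA *CR43651* (the paper's 3.634), 4.694 for *CR42646* (the paper's 3.115), 4.181 for *CR43857* (the paper's 1.859), -3.507 for *CG16820* (the paper's -0.804) and -2.799 for *Cpr62Bb* (the paper's -1.170). Of the genes with the largest changes in *E(z)*, *CG34031* and *CG11893* had no count in any 20d wild-type sample and *CG32437* had at most 1. *sordd2*, *CR45835* and *CR45822* had at most 5 counts in an *E(z)* sample. The size of these fold changes is thus known only roughly.

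With DESeq2's MAP log2 fold changes in one fit of all 19 samples, every one of these fold changes came within the error: *Hsp26*, for example, was 0.686 in *E(z)* and -1.499 with age, *CG34031* was 4.216 and *CG16820* was -0.803. Across the paper's listed genes that were tested, this setting's log2 fold changes had a correlation of 1.0000 with the paper's in both comparisons, with a median absolute difference of 0.0025 in *E(z)* and 0.0015 with age. MAP log2 fold changes from only the groups compared closed the gap for *CG13133*, *Hsp70Ba*, *CG34031*, *CG32437*, *CG11893*, *sordd2*, *CR45835* and *CR45822* in *E(z)* and for *Hsp26* and *Cpr62Bb* with age, and not for the others. None of the other alternatives did, apart from one fit that left out young replicate II, where *Hsp27* with age was -1.731.

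With Bonferroni correction, the paper names *Hsp26* and *Hsp27* among the sHSP genes decreased with age. Here their Bonferroni-adjusted p-values from edgeR were 0.3172 and 1, from DESeq2's Wald test on the same 6 samples they were 7.18e-05 and 0.0167, and from DESeq2 in one fit of all 19 samples they were 4.81e-09 and 1.14e-11. *Nplp3*, which had the largest decrease with age in the main fit (-3.635, standard error 0.882), is not in the paper's list for age. As each sample was left out its value ran from -4.1442 to -2.0840, so it was not the largest decrease in every fit. DESeq2's MAP value in one fit of all 19 samples was -2.3059, without a p-value.

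In the legend of Fig. 8a, the paper ranks 20d *E(z)* brains after young brains in the expression of age-correlated genes. Here the mean log2 CPM was 2.657 in *E(z)* at 25 °C and 2.777 in wild-type at 25 °C, while *E(z)* at 29 °C, at 2.978, lay above wild-type at 25 °C. For Fig. 7d and 7e, the paper describes aged *E(z)* brains as similar to young ones. At 25 °C, *Hsp26* and *Hsp27* in aged *E(z)* brains were below young brains, with log2 fold changes of -1.124 and -1.128. The adjusted p-values from edgeR's quasi-likelihood test were 0.0028 and 0.0025, and the exact permutation p was 0.2 for each. At 29 °C, the log2 fold changes were -0.419 (adjusted p = 0.1459) and -0.480 (adjusted p = 0.0920). The legend's text gives no temperature for the *E(z)* brains shown. It draws their temperature-matched control apart from the aged wild-type brains, which points to 29 °C. At 29 °C neither gene was past the test in the main fit, so no difference from the drawn comparison is shown. The difference at 25 °C may concern a group that the figure does not draw.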

Other observations

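Splits of the samples into other groups of the same sizes were fitted in the same way as the real ones, counting a split and its mirror as one. For the *E(z)* comparison, 100 of 2520 splits of the genotype labels within temperature were drawn. Only 1 of the 100 splits, the real one, gave as many genes up in *E(z)* as the 416 found, and the highest other split gave 163. The same held, with 1 of the 100 splits, for the 429 genes down in *E(z)*, the 35 genes up in *E(z)* and down with age (at most 15 in another split), the 5 sHSP genes up (0 in any other), the 24 age-correlated genes down (at most 2) and the 14 Cytochrome P450 genes up (at most 5). The median split gave 0 for each of these counts, so the shared, sHSP, age-correlated and Cytochrome P450 counts could hardly be matched by another split. At 29 °C alone, 1 of 100 splits gave as many as 657 genes, and the next gave 1. At 25 °C alone and for age, 3 samples against 3 make only 10 splits. The real one was the only 1 of the 10 splits with as many genes changed in *E(z)* at 25 °C, genes up or down with age, sHSP genes down with age and ATP synthase genes down with age, and every other split gave 0, but with 10 splits the real one is at best 1 in 10.

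The overlap of ranked lists, which needs no threshold, gave a different result. Of the 100 splits, 43 gave an overlap of the top 500 genes of at least 58, and the median split gave 53.5. Counting each direction of a split separately, 43 of 200 orders did so, with a median of 30.5, and in the other direction of the real split the overlap was 28. Of 86 splits that move at least 6 of the 16 labels, 41 gave as large an overlap. The permutation test over random orders of genes gave p = 1e-04 for the same value. A candidate explanation is that age-correlated genes vary together between samples whatever the genotype, so that any grouping of the samples brings many of them to one end of the list. The 43 of 100 splits fit this, and the ranked overlap by itself is then weak evidence of an effect of the genotype. The counts past the threshold cannot be judged in this way, because the median split had 0 genes down in *E(z)* at all and so could hold no age-correlated, shared, sHSP or Cytochrome P450 genes. The mean of the age-correlated genes per sample needs no threshold, and it differed between the genotypes (exact permutation test within temperature, p = 0.0020).

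Linkage to the mutated *E(z)* locus was weighed because the alleles of neighbouring genes come with it. Of 341 tested genes within 2 Mb of *E(z)*, 12.0235% were changed in *E(z)* mutants, against 8.34% of the others (Fisher's exact test, p = 0.0222). For age, a comparison of wild-type animals, the shares were 17.18% and 13.80% (Fisher's exact test, p = 0.0872). Over the whole arm 3L, 11.12% of genes were changed in *E(z)* mutants against 7.83% elsewhere (Fisher's exact test, p = 6.11e-06), and with age 13.64% against 13.98% (p = 0.7348). Of the other arms, the highest share in *E(z)* was 9.56% on 2R. Some of the changed genes on 3L may therefore be differences between the chromosomes of the stocks and not effects of reduced *E(z)* function. The paper states that the *E(z)* alleles were backcrossed at least 5 times to the wild-type control. How much of 3L from the mutant stocks remained is not known from the counts. Within 1 Mb of *E(z)*, with 137 genes tested, the share was 10.9489% (Fisher's exact test, p = 0.2792), and within 5 Mb, with 785 genes, it was 12.3567% (Fisher's exact test, p = 1.01e-04). These windows do not show whether the excess is tied to the locus or spread along the arm. For the sHSP genes, of which 6 lie within 2 Mb of *E(z)*, the mean log2 fold change was 0.1366 higher near *E(z)* than for the 4 elsewhere (0.649 and 0.512, exact permutation test over genes, p = 0.6524), so this test did not show a difference. It is a weak test, because *CG7409*, counted as elsewhere, is also on 3L, at 2.88 Mb. Of the 3 genes on other arms, *CG13133* rose (0.969), and *l(2)efl* (-0.026) and *CG14207* (-0.058) did not. Of the 5 sHSP genes up in *E(z)*, 4 are thus on the arm of the mutated locus, and for those 4 an effect of linkage could not be excluded.

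Tissue left on the dissected brains was tested with lists of marker genes written before the files arrived. All 12 retina markers were lower in *E(z)* mutants, with a mean log2 fold change of -0.8768, a fry p of 7.14e-04 and an exact permutation p of 0.0020 for their mean per sample. The 5 fat body markers tested were higher by a mean of 1.4923, with a fry p of 1.53e-04 and an exact permutation p of 3.97e-04. Differences in dissection, or in the tissues themselves, may thus contribute to the genes changed in *E(z)*. With age, neither the retina markers (mean 1.0016, a fry p of 0.0925) nor the fat body markers (a fry p of 0.9014) were past the test. However, 8 of the 12 retina markers had an adjusted p below 0.05 by themselves, all higher in aged brains, so retina may differ between young and aged samples as well, and 3 samples against 3 leave this open. Further predictions were made after these values were seen. With the mean of the retina markers in each sample as a term in the model, 709 genes were changed in *E(z)* mutants (351 up, 358 down) against 845 without it. In that model the sHSP genes had a mean log2 fold change of 0.6107, with a fry p of 5.16e-05, and 28 age-correlated genes were down, where 3.57 were expected (Fisher's exact test, p = 5.17e-18). How many of the 845 genes are among the 709 was not computed, so the share that retina could explain is not known. The sHSP mean and the age-correlated number were not lower than without the term (0.594 and 24), which argues against retina for these 2 results. Whether the term removed the change of the retina markers themselves was not tested, so retina is not excluded. Much of the fat body signal was *Lsp2*, with a log2 fold change of 6.16 and all 8 *E(z)* samples above all 8 wild-type samples. The other 4 markers rose by a mean of 0.325, with a fry p of 0.0360, so fat body cannot be told apart from an effect of the genotype on those genes.

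Library size did not differ between the genotypes (exact permutation test, p = 0.6091). Between 20d and 3d brains the exact permutation p was 0.8000, and 3 samples against 3 could not have shown a difference below 0.1. Each library was sequenced in both runs, so the run could not differ between the genotypes. Runs a and b gave *E(z)* log2 fold changes with a correlation of 0.9687 across 9265 genes, which shows only that the sequencing was repeatable. GC content was not tested, because the genome sequence is not in the files analysed here.

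Since several of the age-correlated genes are immune genes, their share in the result was tested with a prediction made after the data had been seen. Of the 102 genes, 7 are on the list of immune genes. Without them 19 of 93 genes were down in *E(z)*, where 3.98 were expected (Fisher's exact test, p = 1.03e-08), and the difference of the age score at 29 °C was -0.3067 against -0.467 with them (exact permutation test, p = 0.0159). The listed immune genes may thus make up part of the difference at 29 °C and do not account for all of it. Other genes of the set that may respond to infection were not taken out, so their share is not known. The age-score difference itself was larger at 29 °C than at 25 °C, but the interaction of genotype and temperature for the set had a fry p of 0.0538, so a difference between the temperatures is not shown.

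Reads shared between paralogs were weighed for *Hsp70Ba*, with a prediction made after its value was known. If reads had moved to it from other copies, those would have fallen in *E(z)* mutants. The 3 copies tested had a mean log2 fold change of 0.0144, but one of them, *Hsp70Bc*, was lower in *E(z)* mutants (-0.312, adjusted p = 0.2811). It went from 2.783 to 2.004 CPM at 25 °C and from 2.703 to 2.348 at 29 °C, while *Hsp70Ba* went from 0 to 0.327 and from 0.037 to 0.558. A shift of reads from *Hsp70Bc* is therefore not excluded.

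The paper reports that *Hsp67Ba* and *Hsp67Bc* were significantly upregulated in *E(z)* mutant brains by qPCR. In the main fit of the counts, the rise of *Hsp67Bc* was past an adjusted p of 0.05 and that of *Hsp67Ba* was not. For *Pcl* and *Su(z)12* the paper measured protein with age, so their mRNA values here are a different measure. In the sequencing counts, *Hsp67Ba* had a log2 fold change of 0.121 in *E(z)* mutants (standard error 0.055, adjusted p = 0.1456) and *Hsp67Bc* one of 0.435 (standard error 0.059, adjusted p = 2.10e-05). The mRNA of *Pcl* had log2 fold changes of 0.068 in *E(z)* mutants (adjusted p = 0.5382) and -0.128 with age (adjusted p = 0.0485), and that of *Su(z)12* 0.038 (adjusted p = 0.6240) and -0.115 (adjusted p = 0.0367). *E(z)* mRNA rose with age by 0.252 on the log2 scale (standard error 0.055, adjusted p = 0.0056), in 3 of 3 samples.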
